# Dynamic change of polarity in spread through air spaces of pulmonary malignancies

**DOI:** 10.1002/path.6382

**Published:** 2025-01-13

**Authors:** Yoshiaki Matsuura, Kunishige Onuma, Roberto Coppo, Hiroyuki Uematsu, Jumpei Kondo, Aya Miyagawa‐Hayashino, Naoko Takeda‐Miyata, Kenji Kameyama, Tatsuo Furuya, Satoru Okada, Masanori Shimomura, Masayoshi Inoue, Masahiro Inoue

**Keywords:** spread through air spaces, STAS, lung cancer, colorectal cancer, organoid, metastasis, polarity, follistatin‐like protein 1, FSTL1, TGF‐β1

## Abstract

Spread through air spaces (STAS) is a histological finding of lung tumours where tumour cells exist within the air space of the lung parenchyma beyond the margin of the main tumour. Although STAS is an important prognostic factor, the pathobiology of STAS remains unclear. Here, we investigated the mechanism of STAS by analysing the relationship between STAS and polarity switching *in vivo* and *in vitro*. Histopathological analysis revealed that apical membranes were observed outside the STAS lesions around colorectal cancer (CRC) lung metastases and lung adenocarcinomas. When apical‐out CRC organoids were administered intratracheally to mice, the organoids had greater metastatic potential than did single cells. To investigate the pathobiology of STAS, we established an *in vitro* model of STAS in which CRC or lung cancer organoids were co‐cultured with 2D‐cultured mouse airway epithelial organoids (2D‐MAOs). Adhesion of cancer organoids to 2D‐MAOs was much less than to type I collagen or endothelial cells, suggesting a protective role of the airway epithelium against adhesion. Loss of the apical membrane of CRC organoids at the contact surface with 2D‐MAOs after adhesion was responsible for establishing adhesion. When airway epithelium was stimulated by transforming growth factor beta 1 (TGF‐β1), adhesion of CRC organoids was enhanced. Among TGF‐β1‐induced genes in airway epithelium, follistatin‐like protein 1 (FSTL1) increased CRC organoid adhesion by promoting loss of the apical membrane. These results suggested that TGF‐β1‐induced FSTL1 may promote metastatic progression of STAS by altering the polarity status. Elucidating the mechanism of STAS could contribute to the improvement of survival in patients with pulmonary malignancies associated with STAS. © 2025 The Author(s). *The Journal of Pathology* published by John Wiley & Sons Ltd on behalf of The Pathological Society of Great Britain and Ireland.

## Introduction

Spread through air spaces (STAS) was introduced as one of the prognostically important histological findings of lung tumours in the 2015 WHO classification [1, 2]. The WHO classification defines STAS as ‘tumour cells within the air space of the lung parenchyma beyond the margin of the main tumour’ [2]. The aetiology of this disease is not fully understood, but the high rate of local recurrence suggests the possibility of metastasis via the airways [3, 4]. STAS is a factor predictive of prognosis even in completely resected early‐stage lung adenocarcinoma [5]. It has also been reported that locoregional recurrence including ipsilateral pulmonary metastases is more frequently observed in STAS‐positive lung cancer patients after sub‐lobar resection including segmentectomy and wedge resection [6, 7].

The lung is the second most common distant metastatic site of colorectal cancer (CRC) following the liver, and its control is a crucial factor in the treatment of CRC. Surgical resection is the first choice for pulmonary metastatic lesions in CRC, but a relatively high rate of local recurrence has been reported [8]. Since STAS is associated with a poor prognosis also in pulmonary metastases of CRC [9, 10], STAS may be involved in local recurrence.

It has been reported that circulating tumour cell (CTC) clusters have a greater advantage than do single cells in cancer metastasis, since CTC clusters have superior cell survival ability, cancer stemness retention, and immune evasion [11, 12]. CTC clusters metastasise more efficiently *in vivo* and are associated with a worse prognosis and lower overall survival of patients with cancer than are single CTCs. Thus, CTC clusters released into the airway from the main tumour in the lung may be a source of STAS.

Organoids generated from differentiated CRCs change the direction of apico‐basal polarity depending on the culture conditions. When cultured in suspension, an apical membrane forms on the outside of the organoid (apical‐out). However, when cultured in Matrigel or type I collagen, the apical membrane covers the lumen that forms inside the organoids (apical‐in) [13]. Apical‐out status is observed clinically in the areas of micro‐vessel invasion [13] and micropapillary carcinoma lesions of CRC [14], as well as in cancer cell clusters in ascites of ovarian cancer [15]. Polarity switching occurs quickly in both directions (between apical‐in and apical‐out), and plays an important role in experimental liver metastasis of CRC [13] and peritoneal dissemination of ovarian cancer [15]. The relevance and role of polarity switching in STAS have not been elucidated.

Owing to advances in organoid technology, airway organoids can now be cultured for long periods of time and differentiated into a wide variety of cells [16]. Airway organoids have been applied as a model for various respiratory diseases including genetic and infectious diseases [17]. In this study, an *in vitro* model of STAS was established using co‐cultures of cancer organoids and airway epithelium, and the process of adhesion of cancer cell clusters to the airway epithelium and the clearance of airway epithelium by cancer cell clusters were examined. Elucidating the mechanism of STAS will contribute to the development of therapies to prevent STAS and its associated metastases.

## Materials and methods

Detailed methods for cell preparation and culture, cell viability assays, plasmids, microarray analysis, and western blotting are provided in Supplementary materials and methods.

### Ethics statement

The study was approved by the Institutional Ethics Committees at Kyoto University (R1575, R2444), Kyoto Prefectural University of Medicine (ERB‐C‐1807), and Osaka International Cancer Institute (1803125402). Fresh surgical samples from patients were obtained with the patients’ informed consent. The animal studies were approved by the Institutional Animal Care and Use Committee of Kyoto University (18564).

### *In vivo* experiments

The luciferin‐expressing C45 CRC organoid, C45/Luc2, was passaged by partial dissociation of the organoids. After incubation for at least 3 days, organoids between 40‐ and 70‐μm filters were collected. The CRC organoids were counted and *n* = 1,000 organoids were suspended in 20 μl of PBS and then administered intratracheally to male, 15‐week‐old, NOD/SCID mice (CLEA Japan, Tokyo, Japan). Organoids were dissociated into single cells by pipetting *n* = 100 times after 10 min of 0.25% trypsin/EDTA treatment. The percentage of dead cells after dissociation into single cells was assessed using Trypan Blue staining and was about 10%. 3.3 × 10^4^ living single cells, equivalent to 1,000 organoids, were administered into the trachea of mice. For *in vivo* bioluminescence imaging, 2 mg of d‐luciferin (VivoGlo Luciferin; Promega, Madison, WI, USA) was dissolved in 100 μl of PBS and injected intraperitoneally (i.p.) into anaesthetised mice 5 min before imaging. Bioluminescence was measured using an IVIS system (Xenogen Corporation, Alameda, CA, USA).

### Histological analyses

Haematoxylin and eosin (H&E) staining and immunofluorescence staining were performed using formalin‐fixed, paraffin‐embedded tissue sections of clinical and xenograft tumours as described previously [15]. The primary antibodies used are listed in supplementary material, Table S1. Images were acquired with a BX50 microscope using the CellSens standard imaging software (Olympus, Tokyo, Japan). For *in vitro* assays, dissociated mouse airway epithelial organoids (MAOs) were plated in glass‐bottom dishes (Matsunami, Osaka, Japan) coated with Cellmatrix Type IA (Nitta Gelatin Inc., Osaka, Japan) at 1.5 × 10^5^ cells/cm^2^. Immunostaining for confluent 2D‐MAOs was performed on day 7 after fixation with 4% paraformaldehyde. Images were acquired using a Leica TCS SPE confocal microscope (Leica Microsystems, Wetzlar, Germany). Details of the confocal imaging for assessing interactions between CRC organoids and mouse airway epithelial organoids (MAOs) are provided in Supplementary materials and methods.

### Quantitative analysis of polarity status

Paraffin‐embedded patient tumours were sectioned and immunostained for villin (for CRC) and ezrin for lung adenocarcinoma. STAS polarity status was classified into four categories: Complete (apical proteins present in more than 50% of the outermost membrane of the STAS region but not inside the STAS region), Partial (apical proteins present in less than 50% of the outermost membrane of the STAS region but not inside the STAS region), Mixed (apical proteins present on both the outermost membrane of the STAS region and the luminal surface inside the STAS region), and None (no apical proteins detected). For *in vitro* analysis, C45 organoids were cultured in suspension (floating) or in 5% Matrigel (in‐gel) for 48 h. Paraffin‐embedded organoids were sectioned and immunostained for villin. The polarity status of the organoids was classified into four groups: apical‐out (villin located only at the surface of an organoid), apical‐in (villin located only at multiple lumina inside an organoid), mixed (villin located both at the surface and at multiple lumina inside an organoid), and none (villin not detected). Multiple organoids were analysed and categorised, and the proportion of each polarity status was calculated.

### Quantitative analysis of local apical membrane loss

The apical membranes of C45 organoids, at the interface with MAOs, were evaluated at specific time points using Z‐stack images of confocal microscopy. MAOs were stained with CellTracker Red and co‐cultured with C45 organoids expressing glycosylphosphatidylinositol‐green fluorescent protein (GPI‐GFP). The interface was classified into two regions: one with green fluorescence at the organoid surface (FOS) and one without green fluorescence at the organoid surface (NFOS). The lengths of the FOS and NFOS regions were measured using ImageJ (NIH, Bethesda, MD, USA). The NFOS ratio was calculated using the following formula: NFOS/FOS + NFOS.

### Assays for evaluating interactions between CRC organoids and MAOs

Adhesion, detachment, and clearance assays are illustrated in supplementary material, Figure S1. 2D‐MAOs were prepared as follows. MAOs were dissociated into single cells and suspended in 100 μl of MAO medium, and 5 × 10^4^ single cells per well were plated on 96‐well plates coated with Cellmatrix Type IA (day 0). Medium was replaced on day 3 and the confluent 2D‐MAOs were subjected to the assays on day 7. For assays with human hepatic sinusoidal endothelial cells (HHSECs), 5 × 10^3^ single cells were plated on fibronectin‐coated 96‐well plates. HHSECs were subjected to the assays on day 3.

For the 2D‐MAO adhesion assay, cancer organoids 40–100 μm in diameter and confluent 2D‐MAOs were co‐cultured in 96‐well plates for 24 h (organoid counts were C45: 100; MCL1 apoptosis regulator: 30; others: 50) in the co‐culture medium (1:1 mixture of MAOs and CRC organoid medium). The culture medium was then removed, and the wells were gently washed twice with 100 μl of PBS warmed to 37 °C. The number of organoids in each well was counted before and after washing using a Cell3iMager duos imager (SCREEN, Kyoto, Japan), and the adhesion rate was calculated as shown in supplementary material, Figure S1. The type I collagen adhesion assay was performed as above without MAOs. The HHSEC adhesion assay was performed as above using HHSECs instead of MAOs in the co‐culture medium (1:1 mixture of HHSECs and CRC organoid medium). For the detachment assay, *n* = 200 organoids and 2D‐MAOs were co‐cultured and washed as in the adhesion assay. Then 100 μl of fresh co‐culture medium was added and incubated for another 24 h. The wells were washed as described above, and the total number of organoids in each well was counted before and after washing. The detachment rate was calculated as shown in supplementary material, Figure S1. For the clearance assay, 2D‐MAOs were stained with CellTracker Green CMFDA Dye (Thermo Fisher Scientific, Waltham, MA, USA) for 1 h and washed twice with 100 μl of PBS. Then *n* = 30 C45/mCherry organoids were plated. Co‐culture and washing were performed as in the adhesion assay. The clearance regions within 2D‐MAOs were detected as regions with no fluorescence signals below the organoids. The clearance rate was calculated as shown in supplementary material, Figure S1.

The assays using cytokines, dasatinib, and recombinant human FSTL1 (rhFSTL1; Peprotech, Cranbury, NJ, USA) are illustrated in supplementary material, Figure S2. For assays with cytokines, 20 ng/ml cytokines was added to the MAO medium on day 3; to the cancer organoid medium on day 5; and to the co‐culture medium on day 7. For assays with TGF‐β1 pre‐treatment, 20 ng/ml TGF‐β1 was added to MAO medium lacking noggin and A83‐01 on day 3, and to the cancer organoid medium on day 5. For assays with dasatinib pre‐treatment, 10 μm dasatinib was added to the cancer organoid medium on day 5. For assays with rhFSTL1, MAOs or cancer organoids were pre‐treated with 500 ng/ml rhFSTL1 on day 6. Co‐culture was started on day 7 in all experiments.

### Statistical analyses

Statistical analyses were conducted using GraphPad Prism version 10 (GraphPad Software Inc., San Diego, CA, USA). Data are expressed as mean ± SD. Significance was tested using an unpaired *t*‐test for single comparisons and one‐way analysis of variance followed by Tukey's test for multiple comparisons. The Mann–Whitney *U*‐test, a non‐parametric test, was used for non‐normally distributed assay results. *p* < 0.05 was considered significant.

## Results

### STAS showed apical‐out polarity status

To clarify the role of polarity in STAS‐induced metastasis, the polarity status of CRC lung metastases with STAS was investigated. The main metastatic tumour showed apical‐in polarity (supplementary material, Figure S3A) similar to the original tumours. In contrast, the exposed portion of the main metastatic tumour in the air space showed apical‐out polarity (Figure 1A and supplementary material, Figure S3B). STAS regions, observed as small clusters of cancer cells in the air space away from the main metastatic tumour, showed apical‐out polarity (Figure 1A). Apical‐out polarity was also observed in other cases of STAS of CRC lung metastasis (Figure 1B) and lung adenocarcinoma (Figure 1C). Ten STAS cases of CRC metastasis were analysed. The original tumours were diagnosed pathologically as well‐ or moderately differentiated adenocarcinoma (Figure 1D), and STAS polarity status was classified into four subtypes: complete apical‐out (Complete), partial apical‐out (Partial), mixed with apical‐in (Mix), and no polarity (None) (Figure 1E). Of the *n* = 55 CRC STAS regions in ten patients, 50.9% (28/55) were Complete, 21.8% (12/55) were Mix, 21.8% (12/55) were Partial, and 5.5% (3/55) were None. Thus, most examples of CRC STAS derived from well‐ or moderately differentiated adenocarcinoma showed apical‐out polarity. Of the *n* = 70 lung adenocarcinoma STAS regions in ten patients, 38.6% (27/70) were Complete, 0% (0/70) were Mix, 22.8% (16/70) were Partial, and 38.6% (27/70) were None (supplementary material, Figure S3C). Thus, the majority of STAS regions of adenocarcinoma of CRC and lung cancer showed apical‐out polarity, ranging from Complete to Mix.

**Figure 1:**
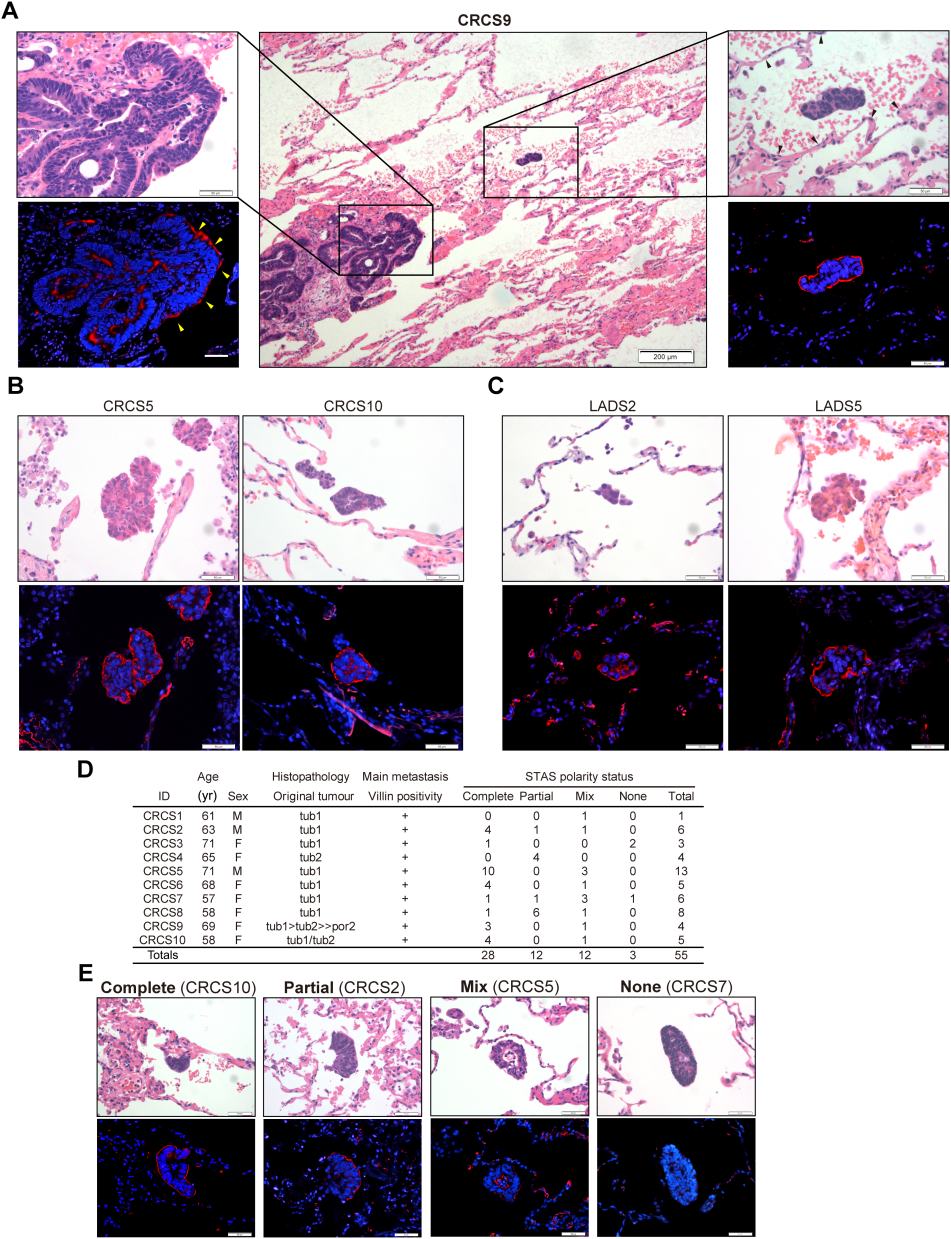
Polarity status of colorectal cancer (CRC) lung metastasis with STAS. (A) Polarity status of a main tumour and STAS of CRC lung metastasis in case CRCS9. Haematoxylin and eosin (H&E) staining (centre; scale bar: 200 μm). Higher magnification of the main tumour (left panels) and STAS region (right panels). Scale bars: 50 and 200 μm for the middle panel. Immunostaining for villin (red) with DAPI counterstain (blue). The alveolar epithelium and the portion of tumour exposed in the air space are indicated by black and yellow arrowheads, respectively. (B) STAS regions of CRC lung metastases in case CRCS5 (left panels) and case CRCS10 (right panels), showing H&E staining (top panels) and immunostaining [villin (red) and DAPI (blue)] (bottom panels). Scale bar: 50 μm. (C) STAS regions of lung adenocarcinoma in case LADS2 (left panels) and case LADS5 (right panels) showing H&E staining (top panels) and ezrin (red) and DAPI (blue) immunostaining (bottom panels). Scale bar: 50 μm. (D) Summary of polarity status of the STAS regions in lung metastases from well‐ or moderately differentiated CRC. (E) Representative images of each polarity category of CRC STAS: Complete (case CRCS10), Mix (case CRCS5), Partial (case CRCS2), and None (case CRCS7). H&E staining (top panels) and immunostaining [villin (red) and DAPI counterstain (blue)] (bottom panels) are shown for each polarity status category. Scale bar: 50 μm.

### Cancer cell clusters have greater metastatic potential than do single cells in an *in vivo* STAS model

In CTCs, clusters of cancer cells have been reported to have greater metastatic potential than do single cells [11, 12]. To determine whether this is also true in metastasis through the air space of the lung, *n* = 1,000 cancer cell clusters or an equivalent number of single cells from C45/Luc2 organoids were intratracheally administered into mice. Similar to the polarity status of small clusters cultured in suspension (Figure 2A), small clusters in the lungs immediately after transplantation showed apical‐out status (Figure 2B). Metastases were monitored using bioluminescence imaging. The intensity increased with time only in cluster‐administered mice, but not in single cell‐administered mice (Figure 2C,D). Histopathological analysis showed that metastases were found only in the cluster‐administered mice, and the metastases showed apical‐in polarity (Figure 2E). Thus, clusters had a greater capacity for metastasis formation than did single cells, and polarity switching from apical‐out to apical‐in occurred in the process of forming metastatic foci.

**Figure 2:**
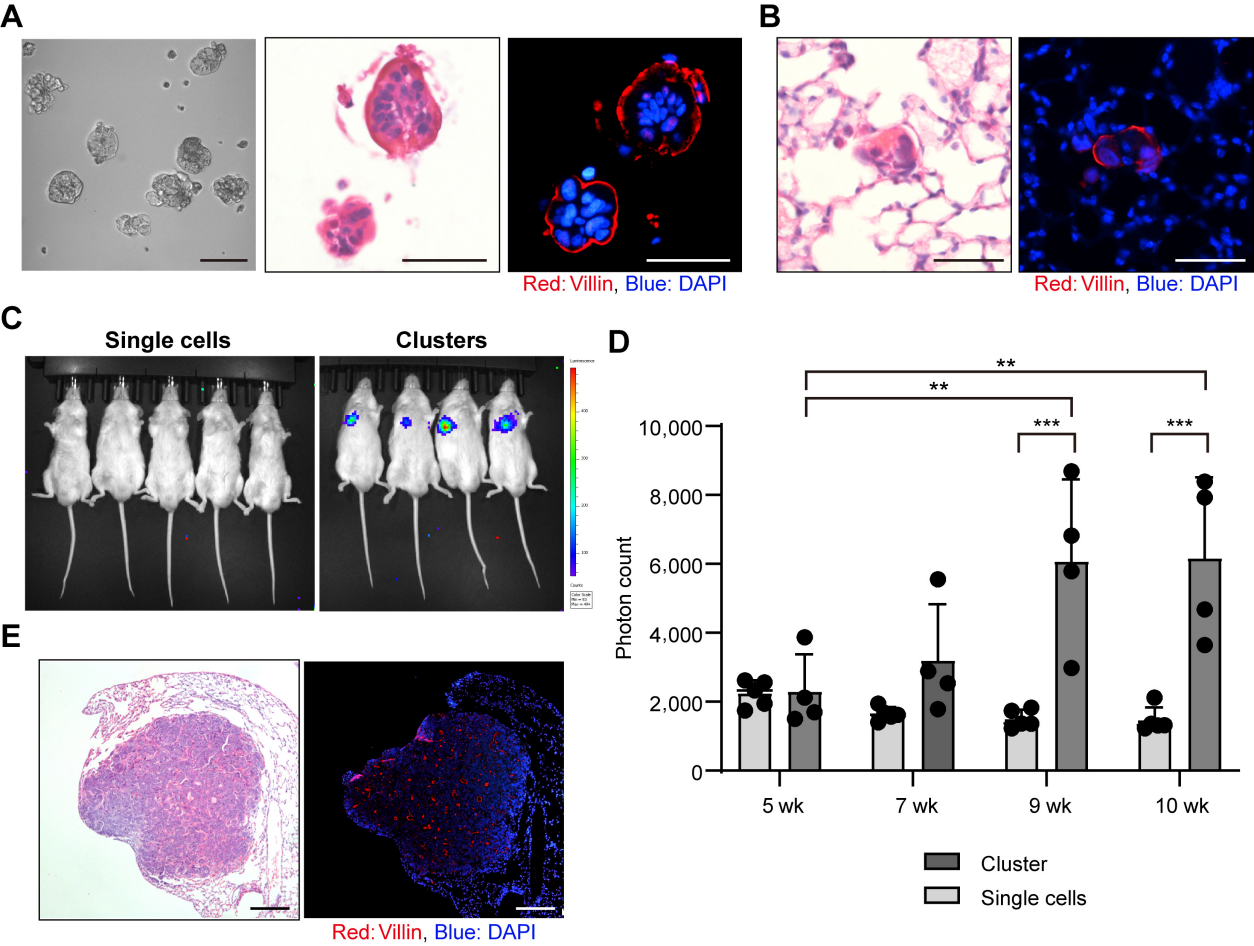
*In vivo* model of STAS in CRC lung metastases. (A) Polarity status of CRC clusters (C45 luc2) cultured in suspension. Left: brightfield. Scale bar: 100 μm. Centre: H&E staining. Right: immunostaining (red, villin; blue, DAPI). Scale bar: 50 μm. (B) Polarity status of a CRC cluster in the lung 1 day after intratracheal injection into a mouse. Left: H&E staining; right: immunostaining (red, villin; blue, DAPI). Scale bar 50 μm. (C) Bioluminescence imaging of mice 10 weeks after intratracheal injection of CRC clusters or single cells. Left: single cells injected group (*n* = 5); right: clusters injected group (*n* = 4). (D) Time course of bioluminescence intensity in mice at 5, 7, 9, and 10 weeks. **p < 0.01; ***p < 0.001. (E) Microscopic images of lung metastasis in the rightmost mouse in the cluster group (shown in panel C) 10 weeks after intratracheal injection of CRC clusters. Left: H&E staining; right: immunostaining (red, villin; blue, DAPI). Scale bar: 200 μm.

### Establishment of an *in vitro* STAS model

We reported previously that polarity switching of cancer cell clusters plays an important role in metastasis in a mouse model of CRC liver metastasis [13]. To investigate the role of polarity switching of cancer cell clusters in STAS, an *in vitro* model in which CRC organoids and airway epithelium are co‐cultured was established. First, MAOs were prepared and cultured in 2D conditions (2D‐MAOs) according to reported protocols [16] (supplementary material, Figure S4A). 2D‐MAOs were found to differentiate into multiple cell types in the lung: acetylated tubulin^+^ ciliated cells, mucin 5AC^+^ goblet cells, CC10^+^ Clara cells, and caveolin^+^ type 1 alveolar cells (supplementary material, Figure S4B). Caveolin^+^ type 1 alveolar cells were predominant [18], indicating that 2D‐MAOs represent peripheral airway epithelium. To determine the culture medium for co‐culture, MAOs and organoids were cultured in mixed media at various ratios, and viability was evaluated after 7 days. MAOs cultured well in all of the mixing ratios (supplementary material, Figure S4C), but organoids showed a lower viability at higher ratios of MAO medium (supplementary material, Figure S4D). Therefore, the mixing ratio was set to 1:1.

The interaction between CRC organoids and 2D‐MAOs was monitored over time by confocal microscopy. CRC organoids attached to 2D‐MAOs (adhesion), infiltrated into the intercellular spaces of MAO cells, attached to the dish, and expanded the area of attachment to the dish (clearance) by pushing away surrounding MAOs (Figure 3A and supplementary material, Figure S1). Interestingly, some of the organoids detached from the MAOs even after infiltrating into the intercellular spaces of the MAOs (detachment) (Figure 3B and supplementary material, Figure S1). The rate of clearance increased over time (Figure 3C,D). Adhesion of CRC organoids to 2D‐MAOs was significantly lower than adhesion to type 1 collagen‐coated dishes and HHSECs (Figure 3E). A lower ability to adhere to 2D‐MAOs than collagen‐coated dishes was observed in other CRC organoid lines, as well as lung cancer organoid lines (Figure 3F). The rate of detachment from 2D‐MAOs was significantly higher than the rate of detachment from type 1 collagen and HHSECs (Figure 3G). These results suggest that the airway epithelium plays a protective role against STAS‐derived intrapulmonary metastasis.

**Figure 3:**
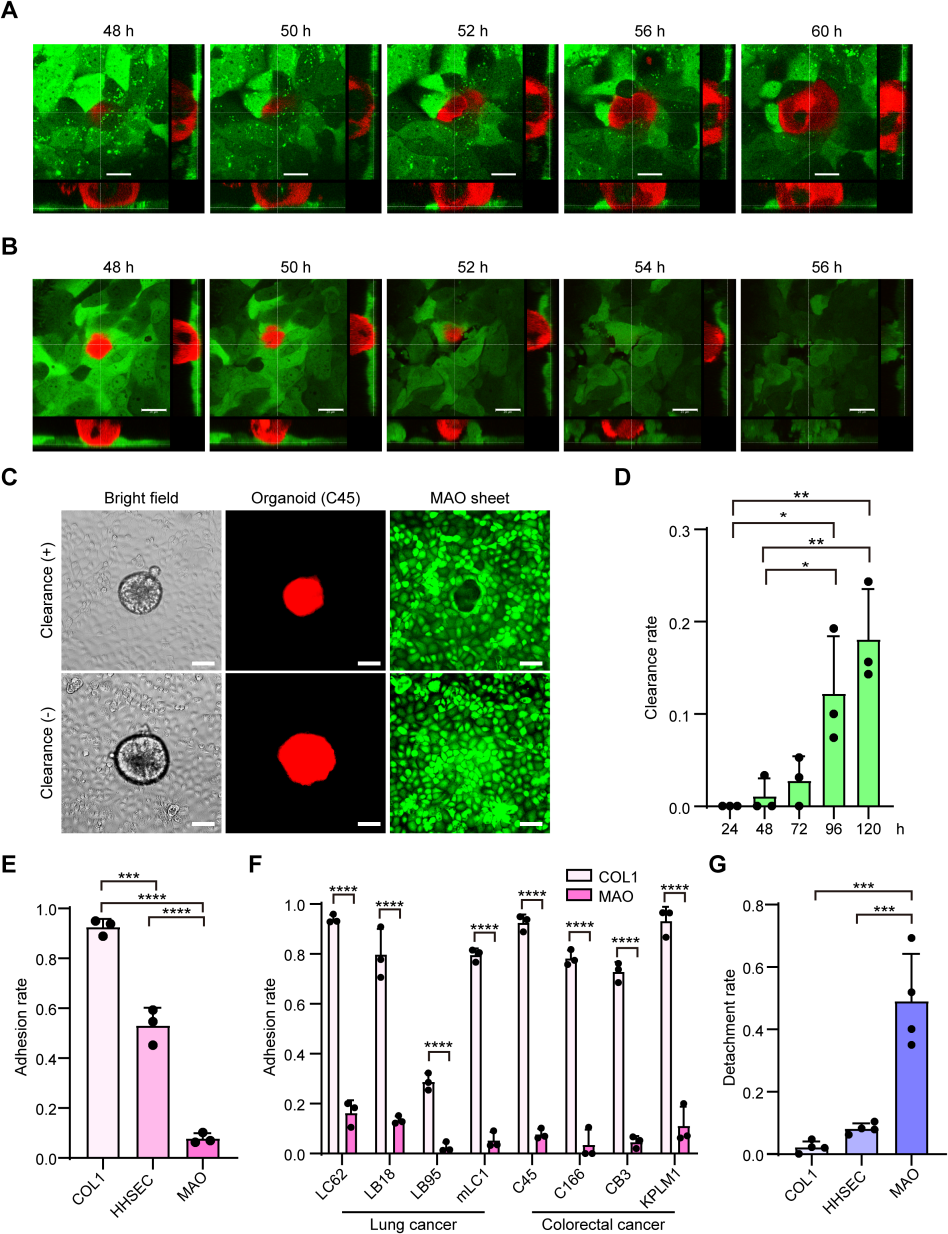
Attachment process of CRC organoids into mouse airway epithelial cell sheets. (A, B) Confocal imaging of CRC organoids and 2D‐MAOs over time. Red: C45 organoids labelled with mCherry; green: 2D‐MAO stained with CellTracker Green. CRC organoid infiltrating a 2D‐MAO and reaching the bottom of the culture dish (A) and CRC organoid detached after attaching to a 2D‐MAO (B). Scale bar: 20 μm. (C) Representative microscopic images of clearance: brightfield (left), mCherry (centre), and CellTracker Green (right). Representative images of clearance (top) and non‐clearance (bottom). A region with no fluorescence below an organoid, showing clearance (top right). Scale bar: 50 μm. (D) Clearance rates of C45 organoids at each time point after co‐culture. (E) Comparison of adhesion rates of C45 organoids to type I collagen (COL1), HHSECs, and 2D‐MAO. (F) Adhesion rates of other CRC and lung cancer organoids. Comparison of adhesion rates of type 1 collagen (COL1) and 2D‐MAO for each line is shown. (G) Comparison of detachment rates of C45 organoids to COL1, HHSECs, and 2D‐MAO. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### Polarity status of CRC organoids is involved in adhesion to lung epithelial cells

The dynamics of the apical membrane of an apical‐out organoid expressing GFP‐GPI reporter [14] in contact with 2D‐MAOs of co‐culture at 18 h were followed using confocal microscopy. Loss of the apical membrane already started to appear at 18 h, and the loss gradually expanded until 24 h (Figure 4A). The ratio of the apical marker of the organoids at the interface was quantified (Figure 4B). Apical membrane loss increased significantly from 24 to 48 h, reaching a plateau at 48 h (Figure 4C). Next, the role of the outer apical membrane of the organoids in adhesion to 2D‐MAOs was investigated. The polarity of CRC organoids changed depending on the culture conditions. When cultured in suspension, the apical membrane was predominantly located outside the organoids (apical‐out), and when cultured in gel, the apical membrane was predominantly located inside the organoids (apical‐in) [13] (Figure 4D). The rate of adhesion to 2D‐MAOs was higher for apical‐out than for apical‐in organoids at 24, 48, and 72 h (Figure 4E). In contrast, there was no difference in the adhesion rates after 24 h to type I collagen‐coated dishes between apical‐out and apical‐in organoids (supplementary material, Figure S5A). When polarity switching was inhibited by pre‐treatment with dasatinib, an SRC family kinase inhibitor [13], apical membrane loss decreased significantly at 48 h (Figure 4F), and there was no difference in the adhesion rate, but the detachment rate significantly increased (Figure 4G,H). These results indicate that the initial contact between the organoids and 2D‐MAOs allowed for initial adhesion, followed by the activation of apical–apical membrane sensor causing membrane remodelling at the contact site and establishing subsequent attachment. The importance of membrane remodelling for establishing attachment was also supported by the assay using C166 GFP‐GPI organoids derived from micropapillary carcinoma [14]. As shown in Figure 3F, the adhesion rate between MAOs and C166 was very low, with only nine adherence sites detected in this assay. Seven of these had completely apical‐out (NFOS = 0), and in the remaining two, the loss of GFP was incomplete (supplementary material, Figure S5B). The fact that C166 is less prone to polarity switching may be reflected in the difference in adhesion rates.

**Figure 4:**
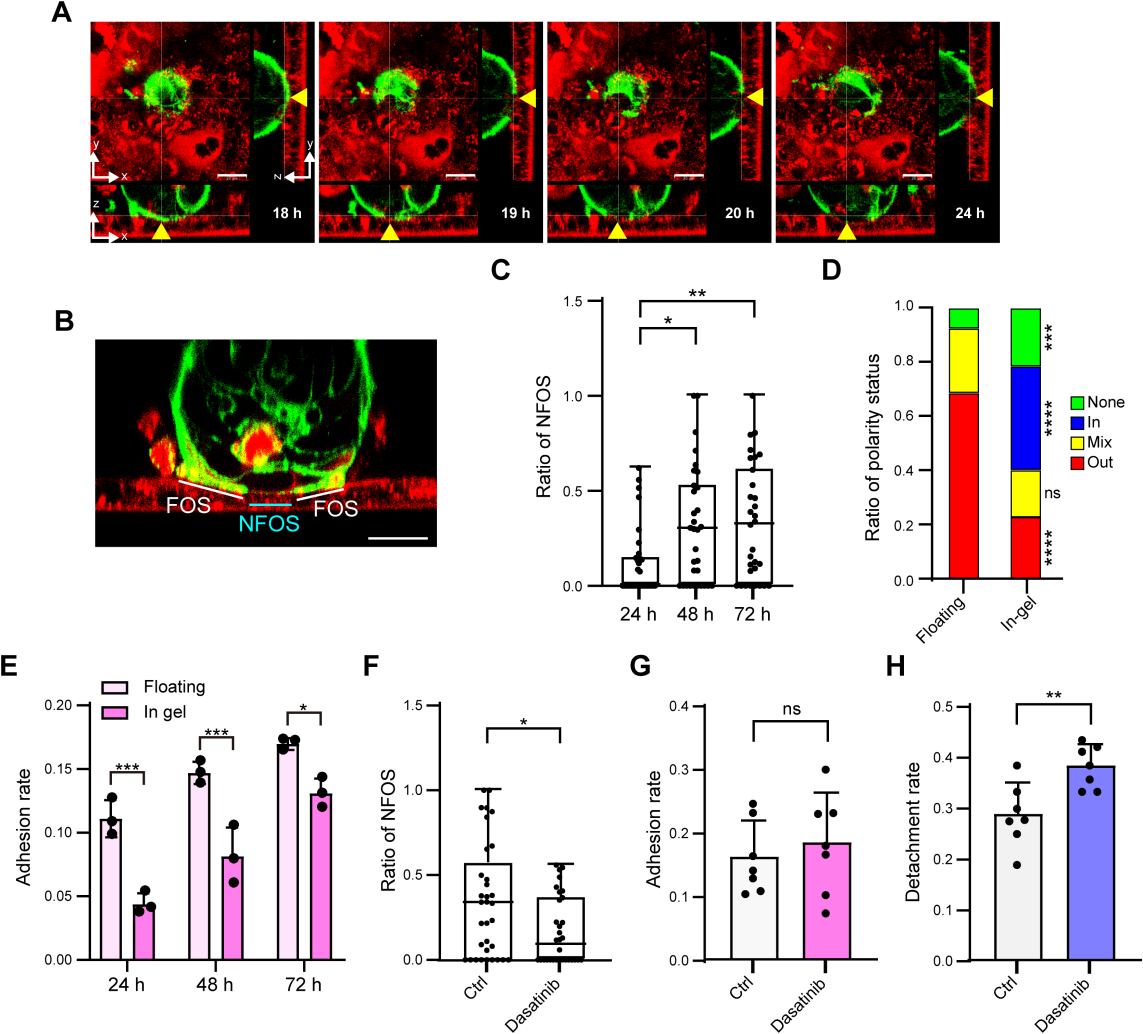
Dynamic polarity changes of CRC organoids upon adhesion to 2D‐MAOs. (A) Confocal images of CRC organoids and 2D‐MAOs at designated time points. Green: C45 organoids expressing GPI‐GFP; red: 2D‐MAO stained with CellTracker Red. Scale bar 20 μm. Regions that have no green fluorescence at the organoid surface (NFOS) are indicated by arrowheads. (B) Confocal images. Regions that have green fluorescence at the organoid surface (FOS) are indicated by yellow lines and NFOS by a blue line. Green: C45 organoids expressing GPI‐GFP; red: 2D‐MAO stained with CellTracker Red. Scale bar: 20 μm. (C) Quantitative analysis of the NFOS ratio over time. (D) Ratio of polarity status of organoids in the indicated conditions. In‐gel: 48 h in 5% Matrigel. (E) Comparison of the adhesion rates of organoids cultured in suspension (floating) and in Matrigel (in‐gel) at the designated time points. (F–H) NFOS ratios (F), adhesion rates (G), and detachment rates (H) with or without dasatinib treatment. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### TGF‐β1 promotes adhesion of CRC organoids to the airway epithelium

Inflammation has been reported to promote lung metastasis [19, 20, 21]. In an *in vivo* model of intratracheal cancer cell administration, bleomycin‐induced inflammation promoted lung metastasis [22]. Thus, inflammation may promote intrapulmonary metastasis also due to STAS. Evaluation of the effect of inflammatory cytokines, IFN‐γ, IL‐6, TNF‐α, and TGF‐β1, on adhesion of C45 CRC organoids to 2D‐MAOs at a dose of 20 ng/ml found no effect on the viability of organoids or MAOs (supplementary material, Figure S6A). When TGF‐β1 was added, the adhesion rates of C45 CRC organoids to 2D‐MAOs were significantly increased at 48 and 72 h compared with the H_2_O control, whereas other cytokines had no effect on the adhesion rates (Figure 5A). To determine whether TGF‐β1 increased adhesion rates as a result of its action on either CRC organoids or MAOs, adhesion assays were performed after pre‐treatment of either. Pre‐treatment with TGF‐β1 prior to co‐culturing organoids and 2D‐MAOs increased the adhesion rates only with 2D‐MAO pre‐treatment, but not with CRC organoid pre‐treatment (Figure 5B and supplementary material, Figure S6B). Indeed, Smad3, downstream of TGF‐β1 signalling, was strongly phosphorylated in 2D‐MAOs by TGF‐β1 treatment (supplementary material, Figure S6C). Increased adhesion by TGF‐β1 pre‐treatment of 2D‐MAOs was observed in all four CRC organoids examined, including C45, and in one of the three lung cancer organoids (Figure 5B,C). When MAOs were pre‐treated with TGF‐β1, the ratios of NFOS of C45 CRC organoids and the clearance rate were increased (Figure 5D,E), and the detachment rate decreased (Figure 5F). These results suggest that airway epithelium exposed to TGF‐β1 promotes adhesion and invasion of the floating cancer cell clusters through accelerated loss of apical polarity.

**Figure 5:**
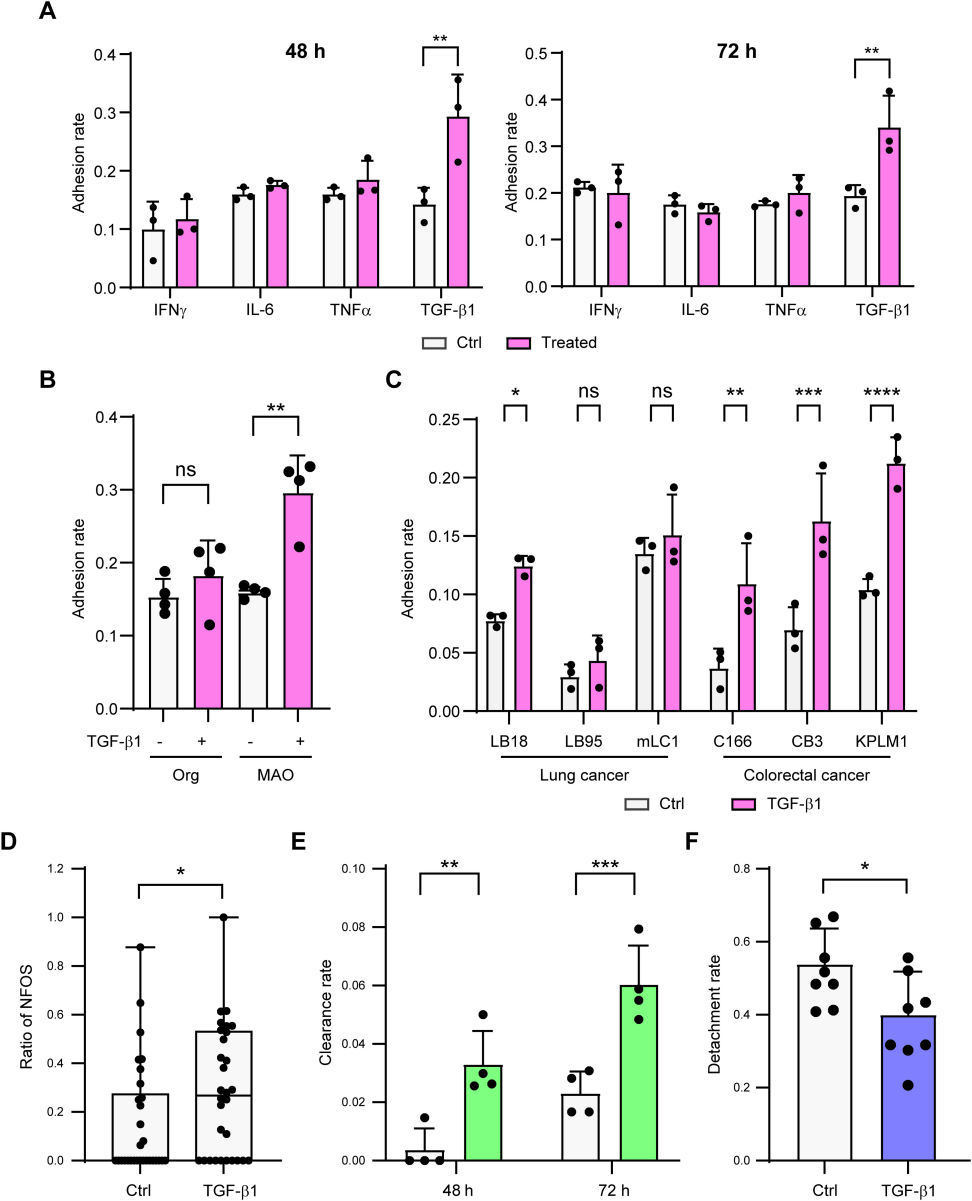
TGF‐β1‐treated 2D‐MAOs promote attachment of CRC organoids. (A) Adhesion rate of C45 organoids to 2D‐MAOs after 48 and 72 h of co‐culture in the left and right graphs, respectively. Both C45 organoids and 2D‐MAOs were pre‐treated with the indicated cytokines, and each cytokine was also added to the co‐culture medium. Control, H_2_O. (B) Adhesion rate of C45 organoids to 2D‐MAOs after 48 h co‐culture. Either C45 organoids or 2D‐MAOs were pre‐treated with TGF‐β1 before the assay. Org, organoids. (C) Adhesion rate of other lung cancer organoids and CRC organoids to 2D‐MAOs. 2D‐MAOs were pre‐treated with TGF‐β1 or H_2_O. (D–F) 2D‐MAOs were pre‐treated with TGF‐β1 or H_2_O. (D) Quantitative analysis of the no green fluorescence at the organoid surface (NFOS) ratio in C45/GPI‐GFP. (E) Clearance rate of C45 organoids at each time point. (F) Detachment rate of C45 organoids 24 h after the adhesion assay (shown in panel B). ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### FSTL1 promotes CRC organoid adhesion downstream of TGF‐β1

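The 2D-MAOs were airway epithelial cells of mouse lung, grown as organoids and then plated as a flat culture. TGF-β1, a secreted growth factor, was given to 3 cultures from day 3, and 3 further cultures were kept without it as controls. All cultures were collected on day 7, and the paper describes the cultures of each group as biological replicates. RNA of each culture was hybridized to 1 array, on which the brightness of a spot measures the RNA bound by the probe printed there. Each array carried 62976 spots, of which 59305 held 56605 distinct probes for transcripts and the rest were controls. The 6 arrays lay on 1 slide and shared 1 scan time. The authors deposited, for each array, the background-subtracted brightness of each spot on a linear scale, without normalization between arrays. Of the probes on the control arrays, 55.5%, 55.0% and 58.2% were well above background in replicates 1, 2 and 3. On the TGF-β1 arrays this share was 58.2%, 59.0% and 55.6%. From these signals, log2 values were taken and normalized by quantiles, and probes well above background on at least 3 of the 6 arrays were kept. The probes carried accessions, and 32991 of 56599 probes (58.3%) received a gene symbol through a RefSeq accession. A gene with several probes was represented by the probe with the highest mean signal, which left 14345 genes. The groups were compared with limma, which fits a linear model to every gene and shares information on the spread across genes. A gene counted as a DEG when it changed by 2-fold or more at a Benjamini-Hochberg adjusted p under 0.05. All log2 fold changes were TGF-β1-treated minus control, and no probe's level was compared with that of another probe. The number of arrays, 3 per group, limited the precision.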

To examine the downstream effect of TGF‐β1 in 2D‐MAOs promoting CRC organoid adhesion, gene expression profiles were analysed and compared between TGF‐β1‐treated and non‐treated 2D‐MAOs (Figure 6A). The number of differentially expressed genes (DEGs) that showed significantly more than two‐fold or greater changes was *n* = 709, with *n* = 571 upregulated DEGs and *n* = 138 downregulated DEGs (Figure 6B). 

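Of the genes tested, 171 were higher and 27 were lower in TGF-β1-treated 2D-MAOs, 198 DEGs in all, of which 86.4% were upregulated. The median change was 3.55-fold among upregulated and 2.55-fold among downregulated DEGs. Without the 2-fold threshold, 292 genes had an adjusted p under 0.05 from limma, and 3183 had an unadjusted p under 0.05. In each of the 198 DEGs the 3 TGF-β1 arrays lay on the same side of all 3 control arrays. This held for 3782 of all genes tested, 26.4%, where chance gives 10%. The counts moved most when the methods' t-test with Benjamini-Hochberg adjustment replaced limma, to 4 upregulated and 1 downregulated DEGs. The counts from limma also moved when single arrays were left out, though such fits have fewer arrays and less power. Without TGF-β1 replicate 3 there were 550 upregulated and 156 downregulated DEGs, and without control replicate 3 there were 150 and 59. Without control replicate 1 the counts were 62 and 8, and without control replicate 2 they were 73 and 9. Without TGF-β1 replicate 1 they were 60 and 8, and without TGF-β1 replicate 2 they were 48 and 7.
Among DEGs well above background on all 6 arrays, the largest increase was that of Mmp13, a matrix metalloproteinase. Its normalized log2 signal was 4.66 ± 0.29 (SD, n = 3) in controls and 9.34 ± 0.64 (SD, n = 3) after TGF-β1, a log2 fold change of 4.68 (SE 0.32, limma adjusted p = 0.00247). Tgfbi, which encodes a matrix protein named for its induction by TGF-β, changed by 4.58 (SE 0.31, limma adjusted p = 0.00247). The order of these genes depended on the setting. Under scaling to the 75th percentile Mmp13 had 4.77 and Tgfbi 4.64, but with normexp background Mmp13 had 2.91 and Tgfbi 3.26. Without TGF-β1 replicate 3, Mmp13 had 4.50 and Tgfbi 4.87. Ccn4 changed by 4.33 and Ctsw by 3.57 on the log2 scale, and Ctsw had a limma adjusted p of 6.03e-04. Tcim changed by 3.56 but had an adjusted p from limma of 0.0515 to 0.0746 without control replicate 1 or 2 or without TGF-β1 replicate 1 or 2. The largest decrease was that of Clca3b, with a log2 fold change of -2.33 (SE 0.22, limma adjusted p = 0.00694). Gm10639 followed with -2.04, then Gsta2, and then Smim6 with -1.80. Gsta2 passed the adjusted threshold without either replicate 3 but not without any of the other arrays, and Gm10639 and Smim6 passed it only without TGF-β1 replicate 3.
A further 31 upregulated DEGs were not well above background on any control array, so that only a lower bound of their change is given. The highest bounds were at least 8.28-fold for Itln1, at least 8.26-fold for Prss46 and at least 7.86-fold for Serpina3f. The call of Prss46 held without each array in turn, that of Serpina3f failed without TGF-β1 replicate 1 or 2, and that of Itln1 held only without TGF-β1 replicate 3. The bounds depend on the background. With normexp background, which adds an offset of 50 to every signal, the log2 fold changes of Itln1, Prss46 and Serpina3f were 1.59, 1.41 and 1.58, below these bounds, and Itln1 was no longer a DEG. In the other direction, 5 downregulated DEGs were not well above background on any TGF-β1 array. Angpt1 was at least 2.55-fold lower, Vmn1r53 at least 2.19-fold lower and Comp at least 2.00-fold lower. Without control replicate 1 or TGF-β1 replicate 2, these 3 genes were no longer DEGs, with adjusted p from limma of 0.0523 and 0.0619 for Angpt1, 0.0541 and 0.086 for Vmn1r53, and 0.129 and 0.141 for Comp. Without TGF-β1 replicate 1 the call also failed for Angpt1 (0.0554) and Comp (0.155), and without control replicate 2 for Vmn1r53 (0.0821) and Comp (0.148). With normexp background none of the 3 was a DEG, with log2 fold changes of -0.47 for Angpt1, -0.32 for Vmn1r53 and -0.30 for Comp.

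**Figure D1:**
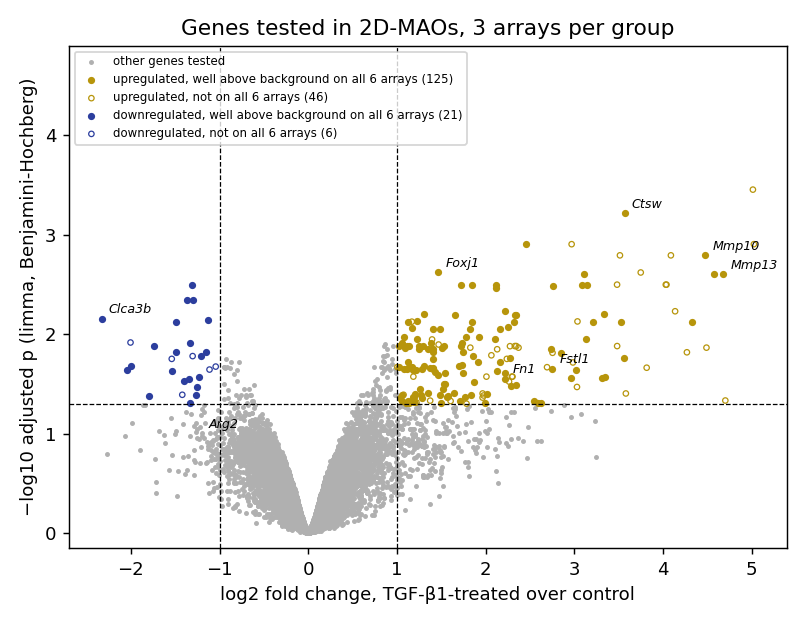
Each point is a gene tested, with the log2 fold change on the horizontal axis and the negative log10 of the limma adjusted p on the vertical axis. Filled colours mark the 125 upregulated and 21 downregulated DEGs well above background on all 6 arrays, open symbols mark the 46 and 6 that were not and are drawn at their fitted change, and dashed lines mark the thresholds.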

Gene set enrichment analysis (GSEA) showed that the signatures of TGF‐β1 signalling and epithelial–mesenchymal transition (EMT) were enriched in TGF‐β1‐treated MAOs (supplementary material, Figure S7). 

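A gene list for TGF-β signalling and another for EMT, the change of epithelial cells towards a mesenchymal state, were written from general knowledge of the gene sets of those names. All 54 genes of the TGF-β signalling list passed the filter, with 37 higher and 17 lower in TGF-β1-treated 2D-MAOs and a median log2 fold change of 0.17. The list was shifted upwards by camera, a limma test of a gene list against all other genes (adjusted p = 1.14e-04). Under scaling to the 75th percentile its median was 0.043 and its adjusted p 0.011 from camera. Of the EMT list, 151 genes passed the filter, 128 of them higher and 23 lower, with a median log2 fold change of 0.71 (adjusted p = 4.47e-22 from camera). Camera assumed a correlation of 0.01 between genes. With the correlation estimated from the arrays neither list passed, at adjusted p of 0.334 and 0.511, while both passed under fry, another limma test, at 0.0332 and 0.0489. Adjusted over the list alone, 16 genes of the TGF-β signalling list and 83 of the EMT list had a limma p under 0.05, against 4 and 30 when adjusted over all genes tested. The median of the TGF-β signalling list moved most when a Reactome set for TGF-β receptor signalling replaced the list, with a median of 0.01 and an adjusted p of 0.18 from camera. The Reactome set for extracellular matrix organization in place of the EMT list had a median of 0.45.
The largest change within the TGF-β signalling list was that of Ltbp2, which encodes a protein related to those that bind latent TGF-β. Its log2 fold change was 4.03 (SE 0.30, limma adjusted p = 0.00316), and it was well above background on all 3 TGF-β1 arrays but on only 1 of the 3 control arrays. The size of this change depends on the background, since with normexp background it was 1.76, and Ltbp2 remained a DEG. Pmepa1, which encodes an inhibitor of the pathway, rose from a log2 signal of 13.51 ± 0.01 to 14.82 ± 0.17 (SD, n = 3 each), a log2 fold change of 1.31 (limma adjusted p = 0.00619). Tgif1 rose by 0.92 (limma adjusted p = 0.0226), short of 2-fold. Without TGF-β1 replicate 3 it reached 1.03 (0.00731), and without any one of the other 5 arrays its limma adjusted p was 0.054 to 0.112. Thbs1 rose by 1.29, with a limma adjusted p of 0.106, and passed without TGF-β1 replicate 3 (0.00613). Smad7 rose by 0.82, and Id2 fell by 0.73 on the log2 scale, with limma adjusted p of 0.0747 and 0.0997.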

Since adhesion of CRC organoids and MAOs occurs at the apical membrane of both, apical membrane proteins were further examined. 

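Fn1, the gene of the matrix protein fibronectin, and Arg2, the gene of a mitochondrial arginase, are among the genes named in Fig. 6B. The normalized log2 signal of Fn1 was 14.32 ± 0.48 (SD, n = 3) in controls and 16.54 ± 0.56 (SD, n = 3) in TGF-β1-treated 2D-MAOs. The log2 fold change was 2.22 (SE 0.34, limma adjusted p = 0.0279), and the other 2 probes of the gene changed by 2.78 and 2.71. The log2 fold change stayed between 2.01 and 2.54 with each array left out in turn. Without control replicate 1 or 2 the limma adjusted p of Fn1 was 0.101 and 0.117, and without TGF-β1 replicate 1 or 2 it was 0.12 and 0.112. Arg2 had a signal of 6.42 ± 0.18 (SD, n = 3) in controls and 5.22 ± 0.61 (SD, n = 3) after TGF-β1. Its log2 fold change was -1.20 (SE 0.30, limma adjusted p = 0.0987). Each TGF-β1 array was lower than each control array (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Without TGF-β1 replicate 3 the log2 fold change of Arg2 was -1.52 and its limma adjusted p 0.00871. The single probe of Arg2 was well above background on all 6 arrays, with spots 3.14 to 3.32 times as bright as their local background in controls and 1.95 to 2.57 times after TGF-β1.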

Four of the DEGs were included in the PolarProtDb database [23] of lung epithelial apical membrane proteins (Figure 6B). The expression level of the top DEG, matrix metalloproteinase 10 (*MMP10*), was low, so the second gene, follistatin‐like protein 1 (*FSTL1*), was examined. 

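Mmp10 had the largest log2 fold change of the 4 genes, 4.47 (SE 0.27, limma adjusted p = 0.0016). Its normalized log2 signal was 5.09 ± 0.52 (SD, n = 3) in controls and 9.57 ± 0.23 (SD, n = 3) in TGF-β1-treated 2D-MAOs. Its single probe was well above background on all 6 arrays, and its spots were 2.04 to 2.58 times as bright as their local background in controls and 19.2 to 32.4 times after TGF-β1. With each array left out in turn, the log2 fold change of Mmp10 stayed between 4.27 and 4.74 and the gene remained a DEG. Fstl1 rose from 10.61 ± 0.49 (SD, n = 3) to 13.36 ± 0.70 (SD, n = 3), a log2 fold change of 2.75 (SE 0.39, limma adjusted p = 0.0221) or 6.72-fold. The second probe of Fstl1 changed by 2.68. The spots of the Fstl1 probe were 39.0 to 75.9 times as bright as their local background in controls and 195 to 524 times after TGF-β1. The increase of Fstl1 ranged from 2.44 without TGF-β1 replicate 1 to 3.11 without TGF-β1 replicate 3. Its limma adjusted p was 0.0942 without control replicate 1, 0.0971 without control replicate 2, 0.0729 without TGF-β1 replicate 1 and 0.101 without TGF-β1 replicate 2. In Mmp10 and in Fstl1 each TGF-β1 array was higher than each control array (exact permutation test, p = 0.1 for each gene). Because the expression level of MMP10 was low, the paper reasons that the gene to examine was FSTL1.

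**Figure D2:**
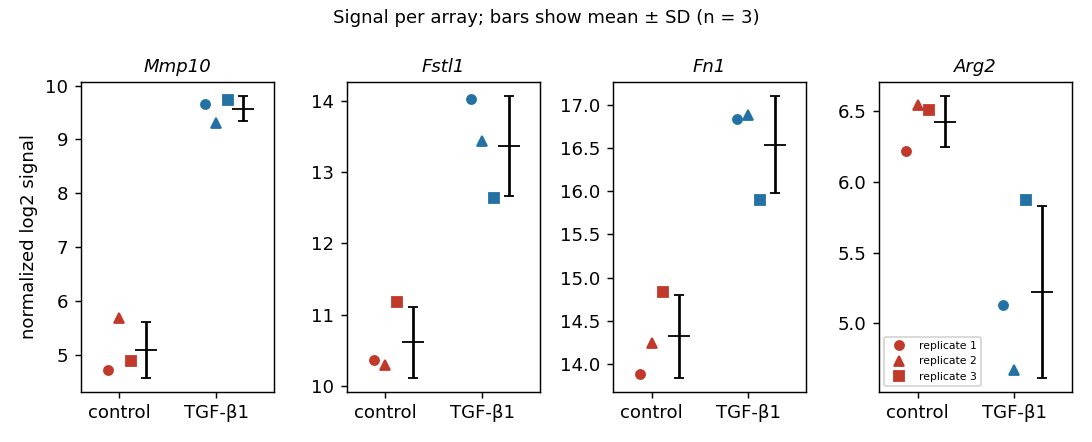
Normalized log2 signal of Mmp10, Fstl1, Fn1 and Arg2 on each array, 1 panel per gene with its own axis. Symbols mark replicates 1, 2 and 3, and bars show the mean ± SD of the 3 arrays of a group. All 3 TGF-β1 arrays lie above all 3 control arrays for Mmp10, Fstl1 and Fn1 and below them for Arg2.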

FSTL1 is a secreted glycoprotein belonging to the SPARC (secreted protein acidic and rich in cysteine) family, which modulates cell interactions with the extracellular environment [24]. Several studies have shown that FSTL1 is involved in systemic autoimmune disease, developmental processes, cardiovascular diseases, and cancer [25]. Western blotting results showed that FSTL1 levels were low in non‐treated MAOs, but they increased with TGF‐β1 treatment (Figure 6C). FSTL1 induced by TGF‐β1 was confirmed to be localised to the apical membranes of 2D‐MAOs (Figure 6D). Next, the functional role of FSTL1 in the adhesion of CRC organoids to 2D‐MAOs was examined using rhFSTL1. The cell viability of C45 organoids and 2D‐MAOs was not affected by rhFSTL1 up to 1,000 ng/ml (supplementary material, Figure S8A). When rhFSTL1 was added to the co‐culture medium, the adhesion rates increased dose‐dependently (Figure 6E). Pre‐treatment with rhFSTL1 prior to co‐culturing organoids and 2D‐MAOs increased the adhesion rates only with organoid pre‐treatment, but not with 2D‐MAO pre‐treatment (Figure 6F). These results suggest that TGF‐β1‐induced secretion of FSTL1 may act on CRC organoids to promote adhesion. Next, the molecular mechanisms by which adhesion is promoted by FSTL1 in C45 organoids were investigated. FSTL1 has been reported to activate SRC family kinases (SFKs) in CRC cell lines [26]. Furthermore, activation of SFK plays an important role in the polarity switching of CRC organoids [13]. Although rhFSTL1 stimulated the phosphorylation of SFK (supplementary material, Figure S8B), polarity switching was not induced by rhFSTL1 alone (Figure 6G). Co‐culture of rhFSTL‐pre‐treated C45 organoids and 2D‐MAOs significantly increased the NFOS ratio (Figure 6H) and adhesion rates (Figure 6I) and decreased the detachment rates (Figure 6J). Finally, *FSTL1* gene expression was suppressed by shRNA in MAOs. The levels of FSTL1 protein induced by TGF‐β1 were suppressed by two shFSTL1 constructs (Figure 6K). Co‐culture of C45 organoids and 2D‐MAO/shFSTL1#1 pre‐treated with TGF‐β1 significantly decreased the NFOS ratio (Figure 6L) and adhesion rates (Figure 6M) and increased the detachment rates (Figure 6N). There was also a significant increase in the detachment rates of C45 organoids from 2D‐MAO/shFSTL1#2 (Figure 6N), but the decreases in NFOS and the adhesion rate were not significant (Figure 6L,M). FSTL1 may play a role mainly in the detachment step. These results suggest that FSTL1 secreted from the lung epithelium by the pro‐inflammatory cytokine TGF‐β1 may promote STAS adhesion to the lung epithelium through SFK activation of CRC STAS and accelerated apical membrane loss at the adhesion interface. Although the effects of FSTL1 knockdown were not drastic, FSTL1 secretion may be one of the mechanisms by which TGF‐β1 stimulates cancer cluster attachment to the airway epithelium.

**Figure 6:**
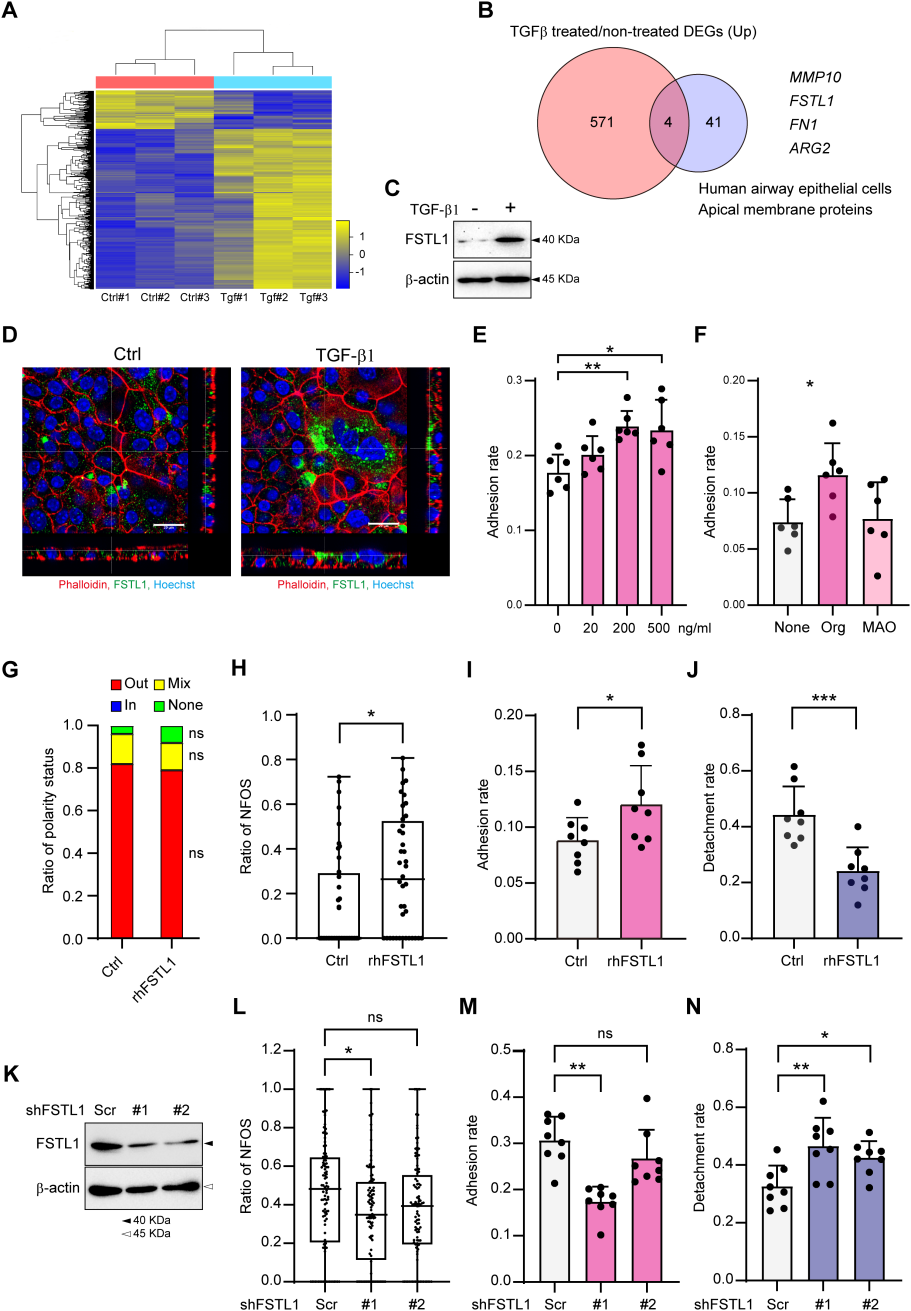
TGF‐β1‐induced FSTL1 secretion from 2D‐MAOs affects the attachment of CRC organoids. (A) Heatmap of 2D‐MAO microarray analysis. Triplicates for each condition (TGF‐β1‐treated, Tgf; non‐treated, Ctrl) are shown. (B) Venn diagram of differentially expressed genes (DEGs) upregulated in TGF‐β1‐treated 2D‐MAOs and listed genes in the database for apical membrane proteins in human airway epithelial cells. Four common genes are shown. (C) Western blotting for FSTL1 in 2D‐MAOs treated with TGF‐β1. (D) Immunostaining of FSTL1 for TGF‐β1‐treated 2D‐MAOs. Green, FSTL1; red, phalloidin; blue, Hoechst 33342. Scale bar: 20 μm (E) Adhesion rate of C45 organoids to 2D‐MAOs. The indicated doses of rhFSTL1 were added to the co‐culture medium. (F) Adhesion rate of C45 organoids to 2D‐MAOs. Either C45 (Org) or 2D‐MAOs (MAO) were pre‐treated with TGF‐β1 before the assay. (G) Ratio of polarity status of rhFSTL1‐treated (rhFSTL1) and non‐treated (Ctrl) organoids. (H–J) Quantitative analysis of the no green fluorescence at the organoid surface (NFOS) ratio (H), adhesion rate (I), and detachment rate (J) for rhFSTL1‐treated (rhFSTL1) and non‐treated (Ctrl) organoids. (K) Western blotting of FSFL1 infected with two different shRNAs against FSTL1 (#1 and #2) and shRNA with scrambled sequence (Scr). (L–N) Quantitative analysis of NFOS ratio (L), adhesion rate (M), and detachment rate (N) for shFSTL1‐infected (#1, #2) and scramble shRNA‐infected (Scr) organoids. Organoids were treated with TGF‐β1 (K–N). ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

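The distance between arrays, taken as the Euclidean distance over the normalized log2 signals of the genes tested, was 38.7 between control replicates 1 and 2. Control replicate 3 lay 47.7 and 48.1 from these. TGF-β1 replicates 1 and 2 were 32.3 apart, the smallest distance of all pairs. TGF-β1 replicate 3 lay 61.1 and 62.3 from them, and 54.4 to 60.9 from the 3 controls. TGF-β1 replicates 1 and 2 lay 69.7 to 81.2 from the controls. Average-linkage clustering on all genes tested therefore joined TGF-β1 replicate 3 to the controls, at a height of 58.4. When only the DEGs were clustered, each scaled to the same mean and spread, TGF-β1 replicate 3 joined the other TGF-β1 arrays at a height of 7.77, and the groups joined at 25.0. The DEGs had been selected on the difference between the groups.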

## Discussion

An *in vitro* STAS model was successfully established using co‐culture of cancer organoids with airway epithelium. Using this model, dynamic changes in the polarity of cancer cell clusters were experimentally shown at the interface of adhesion to the airway epithelium. Furthermore, cancer cell adhesion in the lung was enhanced by the preceding TGF‐β1 treatment of the airway epithelium, which could suggest the crucial role of locoregional inflammation in STAS‐pulmonary metastasis formation.

The involvement of polarity switching in the invasion of cancer cell clusters has been reported in liver metastases of CRC [13] and peritoneal metastases of ovarian cancer [15]. The region of the cancer cell mass exposed to free space forms the apical membrane, and cancer cell clusters exhibit the apical‐out status in floating conditions. Early in the invasive process, floating cancer cell clusters with apical‐out status lose apical membrane after adhesion to the airway epithelium and are eventually converted to apical‐in status [13, 15], although it may depend on the genetics of the cells and the type of environment the clusters are invading [27]. This study showed that these events also occur during invasion of CRC and lung cancer clusters into the airway epithelium. Furthermore, the airway epithelium played a protective role against the adhesion of CRC cell clusters. This is consistent with the well‐known protective function of the airway epithelium against foreign substances [28]. Compared with type I collagen‐coated culture dishes, the adhesion capacity of cancer cell clusters to culture dishes confluently covered with MAOs was greatly diminished. This may be due to negative charges in the apical membrane preventing their first contact. The subsequent detachment of some of the previously attached tumour cell clusters suggests an active protective function of the airway epithelium. If the epithelium is damaged, and the stroma is exposed to the airway lumen, there may be an increased risk of adhesion of the tumour cell mass. Avoiding damage to the airway epithelium may prevent recurrence due to STAS.

In the present study, FSTL1 secreted from TGF‐β1‐stimulated airway epithelium exhibited a paracrine action on CRC organoids to promote attachment. The role of FSTL1 in cancer is complex because of the diversity of FSTL1‐producing cells, receptors, and intracellular signals [29]. Several molecules have been reported in FSTL1‐mediated signalling, including bone morphogenetic protein (BMP) receptors [29], disco interacting protein 2 homolog A (DIP2A) [30], and vimentin (VIM) [26]. The growth of C45 CRC organoids is inhibited by the BMP receptor inhibitor LDN193189 [31], but no growth‐inhibitory effect by rhFSTL1 was observed in the present study (supplementary material, Figure S7A), suggesting that adhesion promotion by rhFSTL1 may not be mediated by BMP signalling. On the other hand, in CRC cell lines (DLD1, RKO), FSTL1 has been reported to phosphorylate FAK, paxillin, and SRC via binding to VIM [26]. Since SFK was phosphorylated also by rhFSTL1 in C45 (supplementary material, Figure S7C), and inhibition of Src phosphorylation by dasatinib suppressed polarity switching and adhesion to MAOs, it is possible that the signal was transmitted to C45 via VIM. However, the expression levels of VIM and DIP2A in C45 are quite low and may be mediated by other unknown receptors. Since the effect of knockdown of FSTL1 was not drastic, there may be other mechanisms by which TGF‐β1 promotes attachment than by stimulating FSTL1 secretion. 

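Within the EMT list, 27 genes were upregulated DEGs and 1, Comp, was a downregulated DEG. After Tgfbi, the largest fitted increases were those of Rgs4, Pdlim4, Cdh6, Col5a3 and Lox. Rgs4, the gene of a regulator of G-protein signalling, was not well above background on any control array and was at least 2.91-fold higher in TGF-β1-treated 2D-MAOs, but with normexp background its log2 fold change was 0.76, under 2-fold. Cdh6, which encodes a cadherin, had a log2 fold change of 3.31 (SE 0.50, limma adjusted p = 0.0273). Pdlim4, which encodes an actin-associated protein, changed by 3.35 and Lox, the gene of the collagen cross-linking enzyme lysyl oxidase, by 3.13. Col5a3, a collagen gene, changed by 3.14 (SE 0.24) and remained a DEG without each array in turn. Cdh6 and Pdlim4 lost the call without control replicate 1 or 2 and without TGF-β1 replicate 1 or 2, where the limma adjusted p was 0.0831 to 0.113, and Pdlim4 also without control replicate 3. Lox lost it without control replicate 1 or TGF-β1 replicate 2, at 0.053 and 0.0571. The signal of Vim, the gene of vimentin, was 4.50 ± 0.53 (SD, n = 3) in controls and 6.22 ± 1.05 (SD, n = 3) after TGF-β1. Its log2 fold change of 1.72 had a limma adjusted p of 0.147, and without TGF-β1 replicate 3 it was 2.31 with a limma adjusted p of 0.0131. The size of this change depends on the background, since with normexp background it was 0.78, under 2-fold. Control spots of Vim were only 1.51 to 2.09 times as bright as their local background. Some members of the list were lower. Cxcl5 had a log2 fold change of -1.38 (limma adjusted p = 0.255), which ranged from -2.10 without TGF-β1 replicate 1 to -0.68 without TGF-β1 replicate 3. Prrx1, which was well above background on all 3 control arrays and on 2 of the 3 TGF-β1 arrays, had -1.01 (limma adjusted p = 0.172).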

GSEA showed that EMT is activated in TGF‐β1‐stimulated MAOs; it is also possible that EMT is involved in enhanced attachment of cancer cell clusters to MAOs. EMT may weaken intercellular contacts between airway epithelia and allow CRC organoid infiltration.

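Genes of intercellular contacts were examined as a list of 28 genes of tight, adherens and desmosomal junctions, all of which passed the filter. Of these, 25 were higher and 3 were lower in TGF-β1-treated than in control 2D-MAOs, with a median log2 fold change of 0.29 (adjusted p = 5.89e-05 from camera). With the correlation between genes estimated, the adjusted p was 0.522, and under fry it was 0.133. None of the 28 genes had an adjusted p under 0.05 from limma, either adjusted over the list alone or over all genes tested. The largest increase was that of Cldn1, the gene of the tight junction protein claudin 1, with a log2 fold change of 1.09 (SE 0.34, limma adjusted p = 0.15). Epcam rose by 0.82, Nectin1 and Pkp1 each by 0.81, Nectin4 by 0.73 and Cldn4 by 0.66. Without TGF-β1 replicate 3, Cldn1, Epcam, Nectin1, Pkp1 and Nectin4 passed both thresholds, with log2 fold changes of 1.02 to 1.47, and the median of the list was 0.44. Cldn8 had a log2 fold change of -0.38 (limma adjusted p = 0.243) and Tjp3 of -0.35 (limma adjusted p = 0.186).

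**Figure D3:**
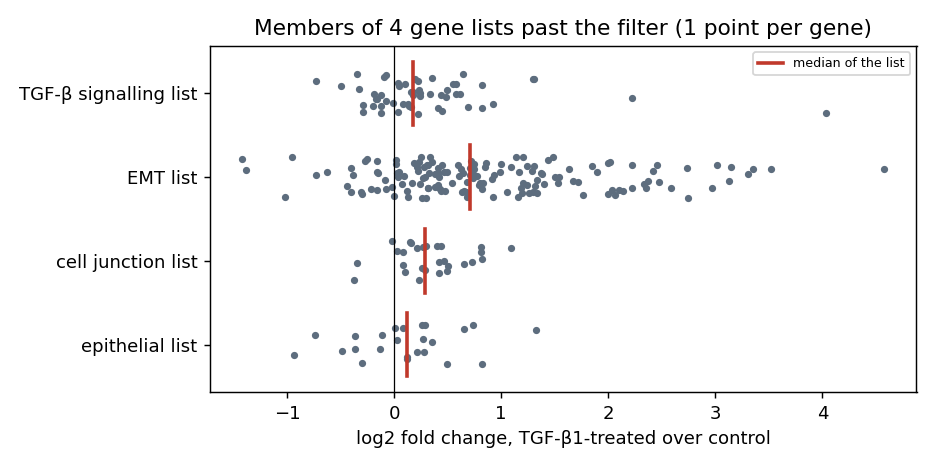
Log2 fold change of each gene past the filter in 4 gene lists, 1 point per gene, with the median of each list as a vertical bar. The medians are 0.17 for the TGF-β signalling list, 0.71 for the EMT list, 0.29 for the cell junction list and 0.12 for the list of epithelial genes. Genes not well above background in a group are drawn at their fitted change.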

Although the correlation with a poor prognosis supports the existence of STAS, some argue that STAS is an artefact of surgical manipulation or pathology specimen preparation [9]. However, because STAS showed complete apical‐out polarity in many patients’ tumours and polarity switch from apical‐in to apical‐out took several hours, artefact alone cannot explain the results of the present study. In contrast, the part of the main tumour facing the air space was apical‐out, so artefact cannot be ruled out when the cancer cell clusters show partial apical‐out.

As for whether cancer cell clusters can survive in the airway, it is impossible for them to remain suspended in the air at all times, given gravity. Long‐term survival in the alveoli is not always necessary, since clearance of the alveolar epithelium begins at about 48 h (Figure 3D). A short period of suspension in the alveoli at near 100% humidity would not affect the survival of cancer cell clusters. In addition, the air–liquid interface method, an organoid culture method [32], also suggests that a portion of the cancer cell cluster contacting the alveolar epithelium, which is covered with epithelial lining fluid, is sufficient for survival.

In this study, an *in vitro* model of STAS was established, and the adhesion of cancer cell clusters to the airway epithelium was examined. We have shown in several experiments that there is a correlation between the loss of the apical membrane of CRC clusters and their adhesion to the airway epithelium. The timing of the two events coincided, the adhesion was suppressed by a compound or proteins that blocked the polarity change, and organoids from micropapillary carcinomas in a stable apical‐out state had low adhesion rates. Unfortunately, there is no genetic manipulation to make CRC organoids permanently apical‐out, but these findings strongly suggest a correlation between apical membrane loss and adhesion. In addition, this model may be too simplistic to assess the entire process of STAS formation and invasion. For example, the mechanism by which cancer cell clusters are released into the air space remains to be elucidated. It is quite possible that weakened intercellular adhesion of cancer cells is involved in the development of STAS. Furthermore, mechanical forces generated by respiratory movements, coughing, surgical manipulation, etc. may facilitate the release of cancer cell clusters. Air–liquid interface cultures [33] or *ex vivo* lung slices [34] may help to assess more complex processes *in vivo*. Thus, clarifying the various processes including polarity switching in STAS could contribute to the development of therapies for patients with pulmonary malignancies associated with STAS.

## Author contributions statement

YM contributed to formal analysis, investigation, methodology, visualisation and writing of the original draft. KO contributed to data curation, formal analysis, supervision and writing – review and editing. RC contributed to methodology, supervision and writing – review and editing. HU contributed to formal analysis and investigation. JK contributed to supervision and writing – review and editing. AM‐H and NT‐M contributed to formal analysis and writing– review and editing. KK, TF and SO contributed to resources and writing – review and editing. MS and MyI contributed to resources, supervision and writing – review and editing. MhI contributed to conceptualisation, formal analysis, funding acquisition, project administration, supervision, visualisation and writing of the original draft.

## Supporting information

Supplementary materials and methods
**Figure S1.** Schematic diagram of the attachment process of cancer organoids to 2D‐MAOs
**Figure S2.** Adhesion and detachment assay protocols for cytokine, TGF‐β1, dasatinib, and rhFSTL1 treatment
**Figure S3.** Polarity status of colorectal cancer lung metastasis and lung cancer STAS
**Figure S4.** Characterisation of mouse airway organoids
**Figure S5.** Polarity status of CRC organoids and their adhesion to type I collagen or MAOs
**Figure S6.** Effect of cytokines on the viability and adhesion rates of CRC organoids and 2D‐MAOs
**Figure S7.** Gene set enrichment analysis (GSEA) between TGF‐β1‐treated and non‐treated 2D‐MAOs
**Figure S8.** Effect of rhFSTL1 on viability and SFK activation
**Table S1.** List of the reagents used

## Data Availability

Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE255842 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE255842). The data underlying all findings of this study are available from the corresponding author upon reasonable request. The data that support the findings of this study are openly available in GEO, reference number GSE255842.

# Supplementary material for: Dynamic change of polarity in spread through air spaces of pulmonary malignancies
**Source:** J Pathol. 2025 Jan 13;265(3):260–73. doi: 10.1002/path.6382
**Supplement:** Supplementary file 1 — Supplementary materials and methods Figure S1. Schematic diagram of the attachment process of cancer organoids to 2D‐MAOs Figure S2. Adhesion and detachment assay protocols for cytokine, TGF‐β1, dasatinib, and rhFSTL1 treatment Figure S3. Polarity status of colorectal cancer lung metastasis and lung cancer STAS Figure S4. Characterisation of mouse airway organoids Figure S5. Polarity status of CRC organoids and their adhesion to type I collagen or MAOs Figure S6. Effect of cytokines on the viability and adhesion rates of CRC organoids and 2D‐MAOs Figure S7. Gene set enrichment analysis (GSEA) between TGF‐β1‐treated and non‐treated 2D‐MAOs Figure S8. Effect of rhFSTL1 on viability and SFK activation Table S1. List of the reagents used

**Dynamic change of polarity in spread through air spaces of pulmonary malignancies**

Y Matsuura *et al. J Pathol* <https://doi.org/10.1002/path.6382>

**Supplementary materials and methods**

**Supplementary Figures S1–S8**

**Supplementary Table S1**

**Supplementary materials and methods**

Reference numbers refer to the main text list.

*Ethics statement*

The study was approved by the Institutional Ethics Committees at Kyoto University (R1575, R2444), Kyoto Prefectural University of Medicine (ERB-C-1807), and Osaka International Cancer Institute (1803125402). Fresh surgical samples from patients were obtained with the patients’ informed consent. The animal studies were approved by the Institutional Animal Care and Use Committee of Kyoto University (18564).

*Confocal imaging for assessing interactions between CRC organoids and MAOs*

Dissociated MAOs were suspended in 2 ml of MAO medium and plated in glass-bottom dishes (Matsunami, Osaka, Japan; D11530H) coated with Cellmatrix Type IA at 1.5 × 10^6^ cells per dish. The medium was changed on day 3. Before the adhesion assay on day 7, 2D-MAOs were stained with CellTracker Green or Red for 1 h and washed twice with PBS. MAOs and *n* = 1,000 CRC organoids were co-cultured in co-culture medium as detailed below. After 48 h, the plates were washed with PBS twice, and 2 ml of co-culture medium was added. Time-lapse confocal images were acquired using a Leica TCS SPE confocal microscope (Leica Microsystems, Wetzlar, Germany). The bottom position was set 2–3 µm below the MAOs, and the top position was set at 24 µm (25 slices) and 39.5 µm (80 slices) from the bottom position for mCherry-organoid/green-MAOs and GPI-GFP-organoid/red-MAOs, respectively. Reconstruction of the longitudinal images in the *xz* and *yz* directions was performed using Leica Application Suite X software (version 3.5.7.23225).

*Cell preparation and culture*

Cancer organoids were prepared from patient tumour samples or xenografts and cultured as previously described [35, 36]. For preparation of apical-out organoids, organoids were cultured in suspension. For apical-in organoids, organoids were embedded in 5% Matrigel for 48 h. To avoid Matrigel effects, both types of organoids were treated with type 4 collagenase prior to the following assays. MAOs were prepared according to the previously reported protocol [16]. For 2D-MAOs, organoids were dissociated into single cells by incubation with TrypLE Express (Thermo Fisher Scientific, Waltham, MA, USA) for 10 min and plated on Cellmatrix Type IA (Nitta Gelatin Inc., Osaka, Japan)-coated wells. The medium was changed on day 3, and the 2D-MAOs became confluent on day 7. Primary human hepatic sinusoidal endothelial cells (HHSECs) isolated from human liver were purchased from ScienCell Research Laboratories (Carlsbad, CA, USA; 5000) and cultured in endothelial cell medium (ECM; ScienCell Research Laboratories; 1001) in bovine plasma fibronectin (ScienCell Research Laboratories; 8284)-coated culture dishes.

*Cell viability assay*

Organoids of similar size and shape (diameter 40–100 μm) were collected and seeded in non-treated, 24-well plates at a density of 100 organoids per well. Organoids were cultured for 1 week in the cancer organoid medium containing the indicated dose of the reagents (*n* = 3 wells for each condition). Pictures of the entire well were captured on day 0. The viabilities of the organoids were evaluated using the CellTiter-Glo assay (Promega, Madison, WI, USA; G7570), and the chemiluminescence value was obtained using a GloMax Discover Microplate Reader (Promega). Relative ATP values were calculated by dividing the chemiluminescence value on day 7 by the area of the organoids on day 0.

*Plasmids*

mCherry was introduced to C45 CRC organoids by lentiviral infection using pRRL-SV40-mCherry [37]. The target sequences of shRNA for FSTL1 were as follows: shFSTL1 #1, 5'-AGGCAGTAACTACAGTGAGAT-3'; shFSTL1 #2, 5'-GCAGAATGAAACAGCCATCAA-3' using pLKO.1-TRC cloning vector. Lentiviral infection was performed as previously described [15].

*Microarray analysis*

2D-MAOs were plated on six-well plates as above and treated with or without TGF-β1 in medium without noggin and A83-01 on day 3. The cells were collected on day 7. Total RNA was extracted as previously described. Microarray analysis, from three biological replicates, was performed at Macrogen Japan (Tokyo, Japan) using SurePrint G3 Mouse Gene Expression 8×60K (Agilent, Inc., Santa Clara, CA, USA). Labelled cRNAs were prepared from 1–5 µg of total RNA using Agilent’s Quick Amp Labeling Kit. Following fragmentation, 1.65 µg of cRNA was hybridised to the Agilent expression microarray following the manufacturer’s protocol. Arrays were scanned using the Agilent Technologies G4900DA SG12494263. Array data export processing and analysis were performed using Agilent Feature Extraction v11.0.1.1. 

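The deposited signals carried the image software's marks for each spot. Between 74 and 112 spots per array were marked as uneven or as outliers among their replicates and were left out here. This removed 6 probes, whose spots were all marked on some array. No spot for a transcript was saturated on any of the 6 arrays (0 spots). The background-subtracted brightness of the negative control spots averaged between -2.88 and -2.44 per array. On each array, 300 probes were printed more than once, and their spots were averaged. The median coefficient of variation of replicated probes given by the image software was 2.66% to 2.94% per array.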

A matrix of log_2_ signal values was normalised using a normalisation based on quantiles. 

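Before normalization, the 75th percentile of the signal was between 555 and 625 on the control arrays and between 580 and 696 on the TGF-β1 arrays, with medians of 625 and 614. On the log2 scale this percentile lay between 9.12 and 9.44. The highest signal on an array was between 241285 and 426849. After quantile normalization all arrays had the same distribution, and the median log2 fold change over the genes tested was -0.03. When each array was scaled by its 75th percentile in place of quantiles, that median was -0.09, and there were 199 upregulated and 33 downregulated DEGs.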

A heatmap was created using Morpheus (<https://software.broadinstitute.org/morpheus>). For gene set enrichment analysis (GSEA), software was downloaded from the GSEA website (http://www.broad.mit.edu/gsea/downloads.jsp). GSEA was performed using the HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION (MM3889) and the HALLMARK_TGF-Β1 _BETA_SIGNALING (MM3865) mouse gene sets [38] to identify enriched or depleted signatures. Gene sets with a false discovery rate (FDR) < 0.25 and a nominal *p* value < 0.05 were considered significant.

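The enrichment score of the TGF-β signalling list was 0.56 and its normalized score 1.55, with a permutation p of 0.0112 from 10000 random gene lists of the same size. For the EMT list the score was 0.70 and the normalized score 2.33, with a permutation p of 1.87e-04, the smallest that the random lists with a score of the same sign can give. The random lists were drawn from the genes, which are not independent replicates, and with 3 arrays per group the group labels were not permuted for this score. Without control replicate 2 the score of the TGF-β signalling list was 0.51 with a permutation p of 0.0518. The Reactome set for TGF-β receptor signalling gave a score of 0.25 with a permutation p of 0.952.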

*Western blotting*

Western blotting analyses were performed as previously described [15] using the antibodies listed in supplementary material, Table S1. All antibodies were used at the manufacturer’s suggested concentrations. For the TGF-β1 treatment experiments, 2D-MAOs were treated with 20 ng/ml TGF-β1, cultured for 4 days, and subjected to analysis. For the rhFSTL1 treatment experiments, C45 organoids were treated with the indicated doses of rhFSTL1, cultured for 24 h, and subjected to analysis.

**Supplementary Figures S1–S8**

**
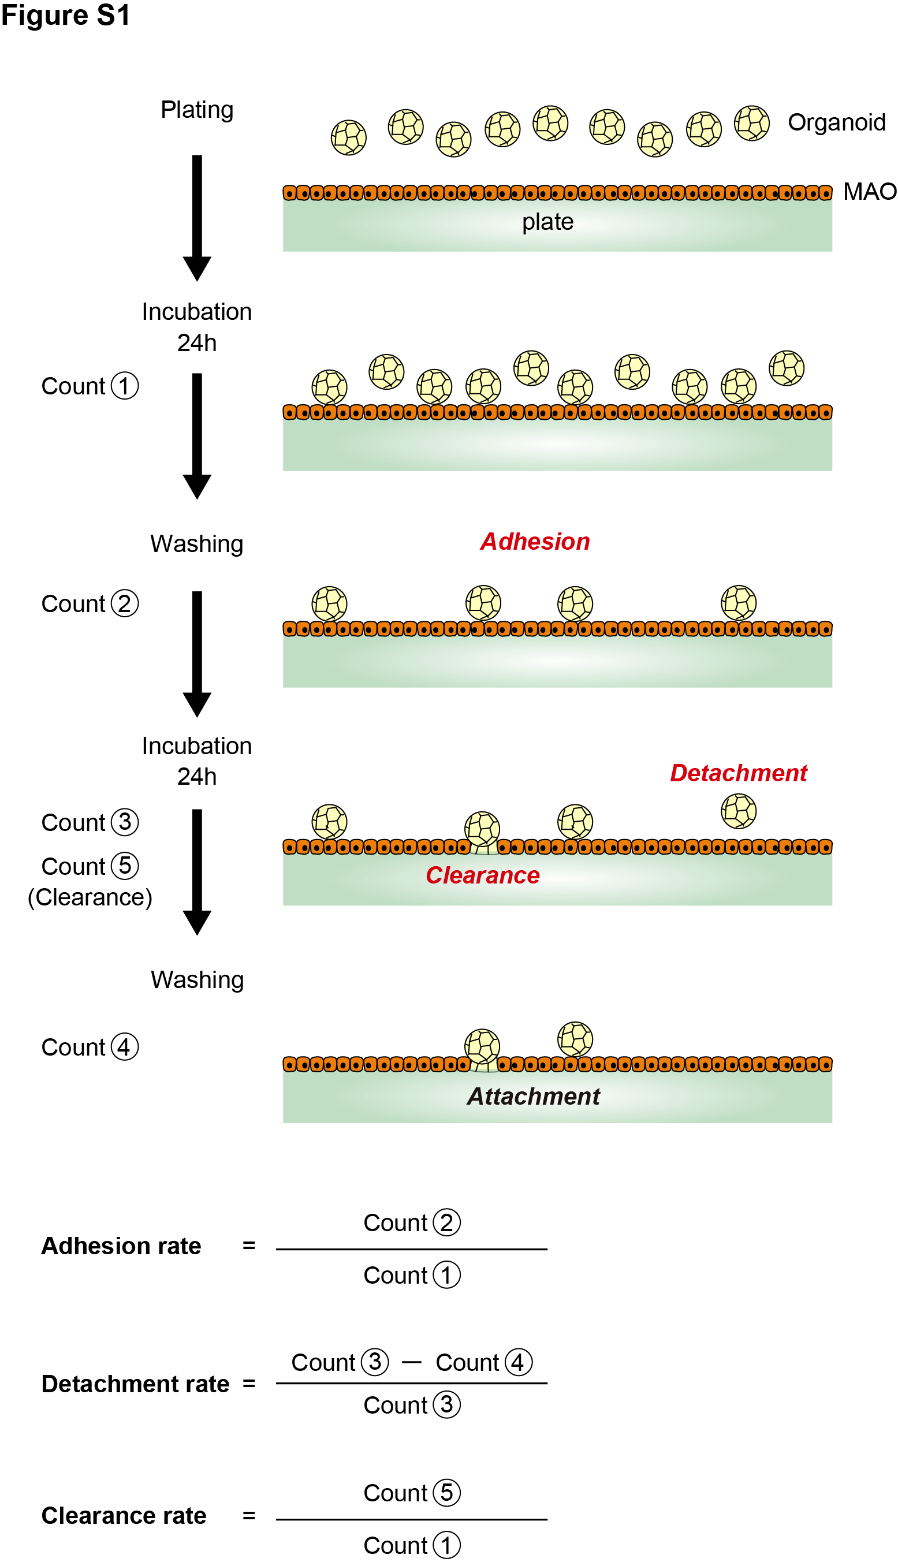
**

**Figure S1.** Schematic diagram of the attachment process of cancer organoids to 2D-MAOs. Functional items analysed are indicated in red.

**
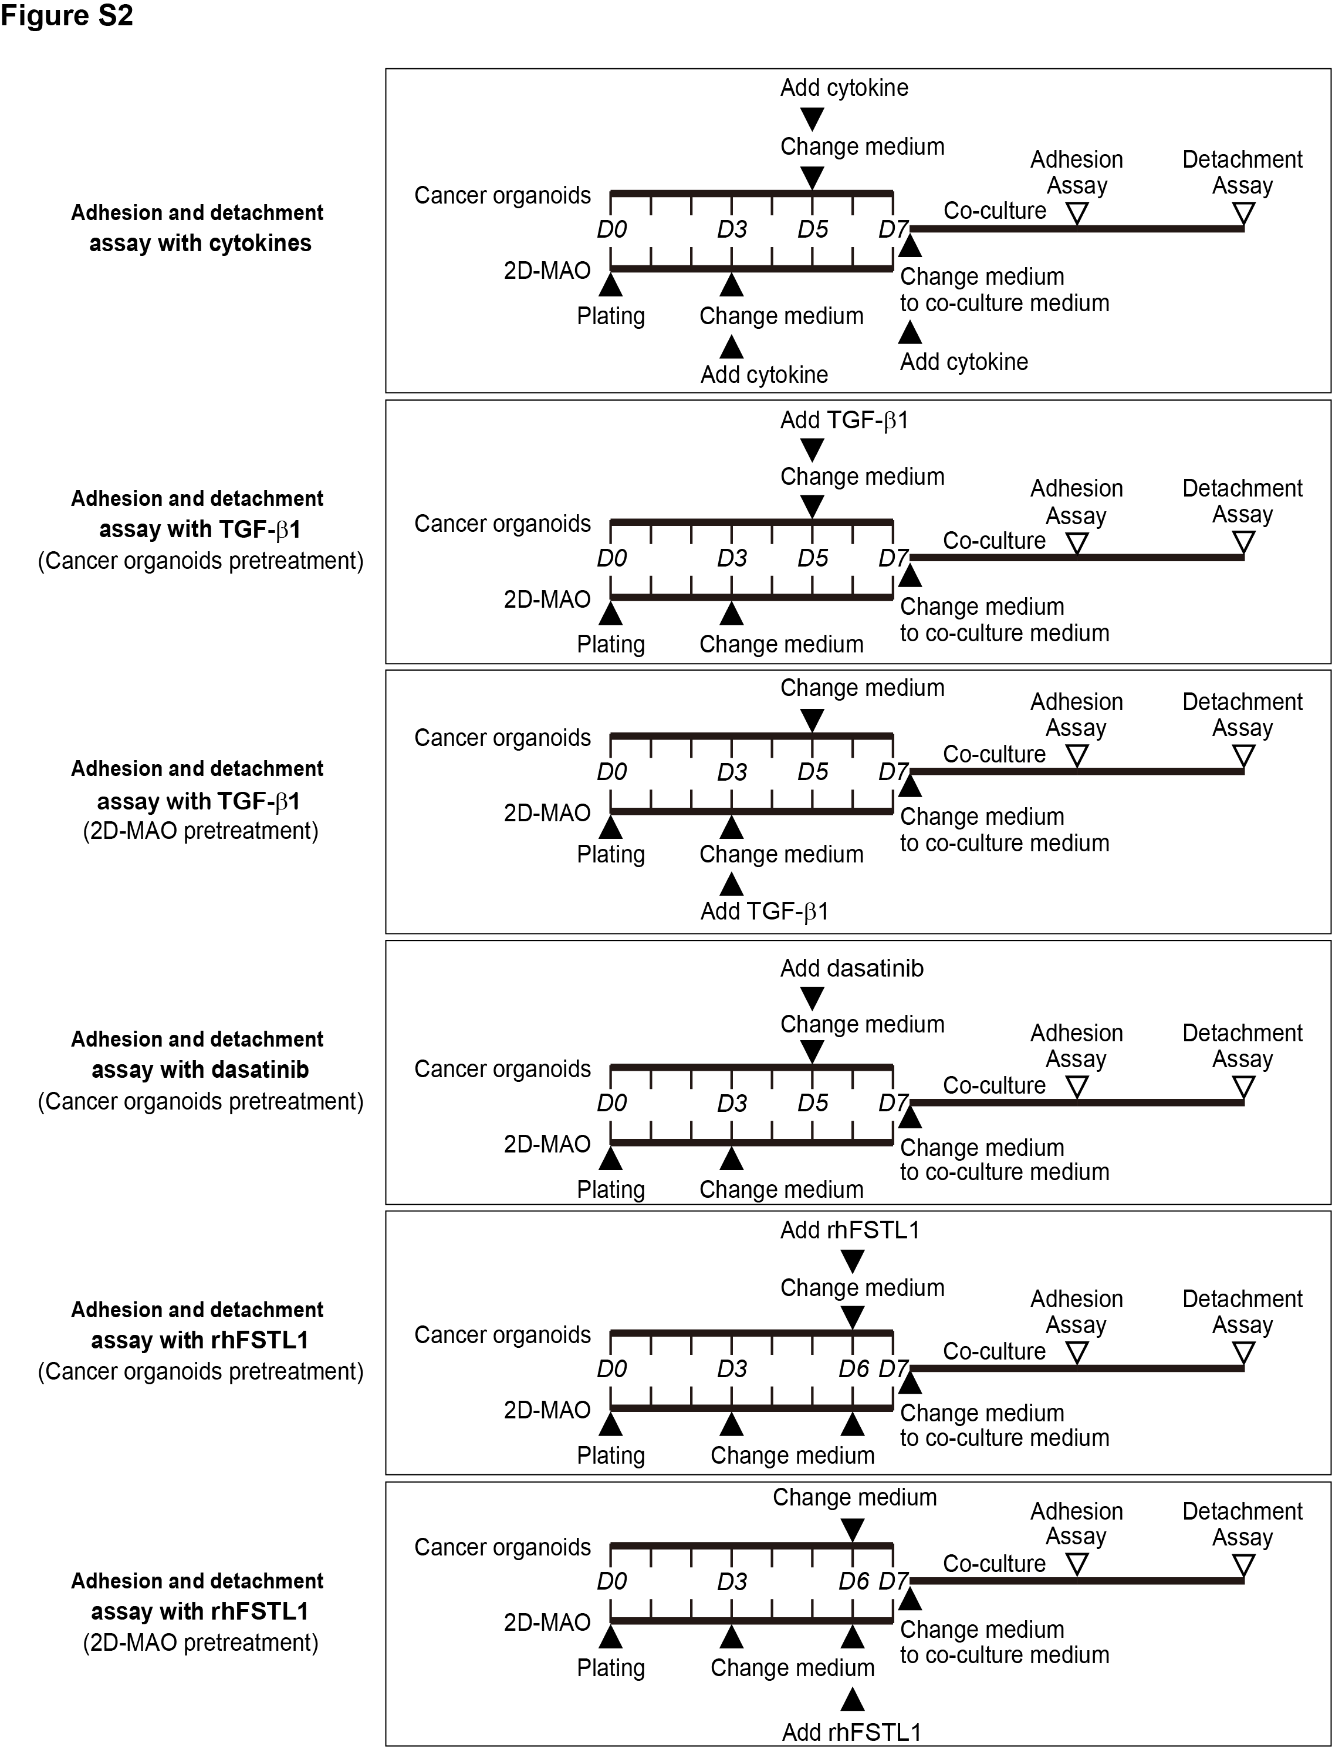
**

**Figure S2.** Adhesion and detachment assay protocols for cytokine, TGF-β1, dasatinib, and rhFSTL1 treatment.

**
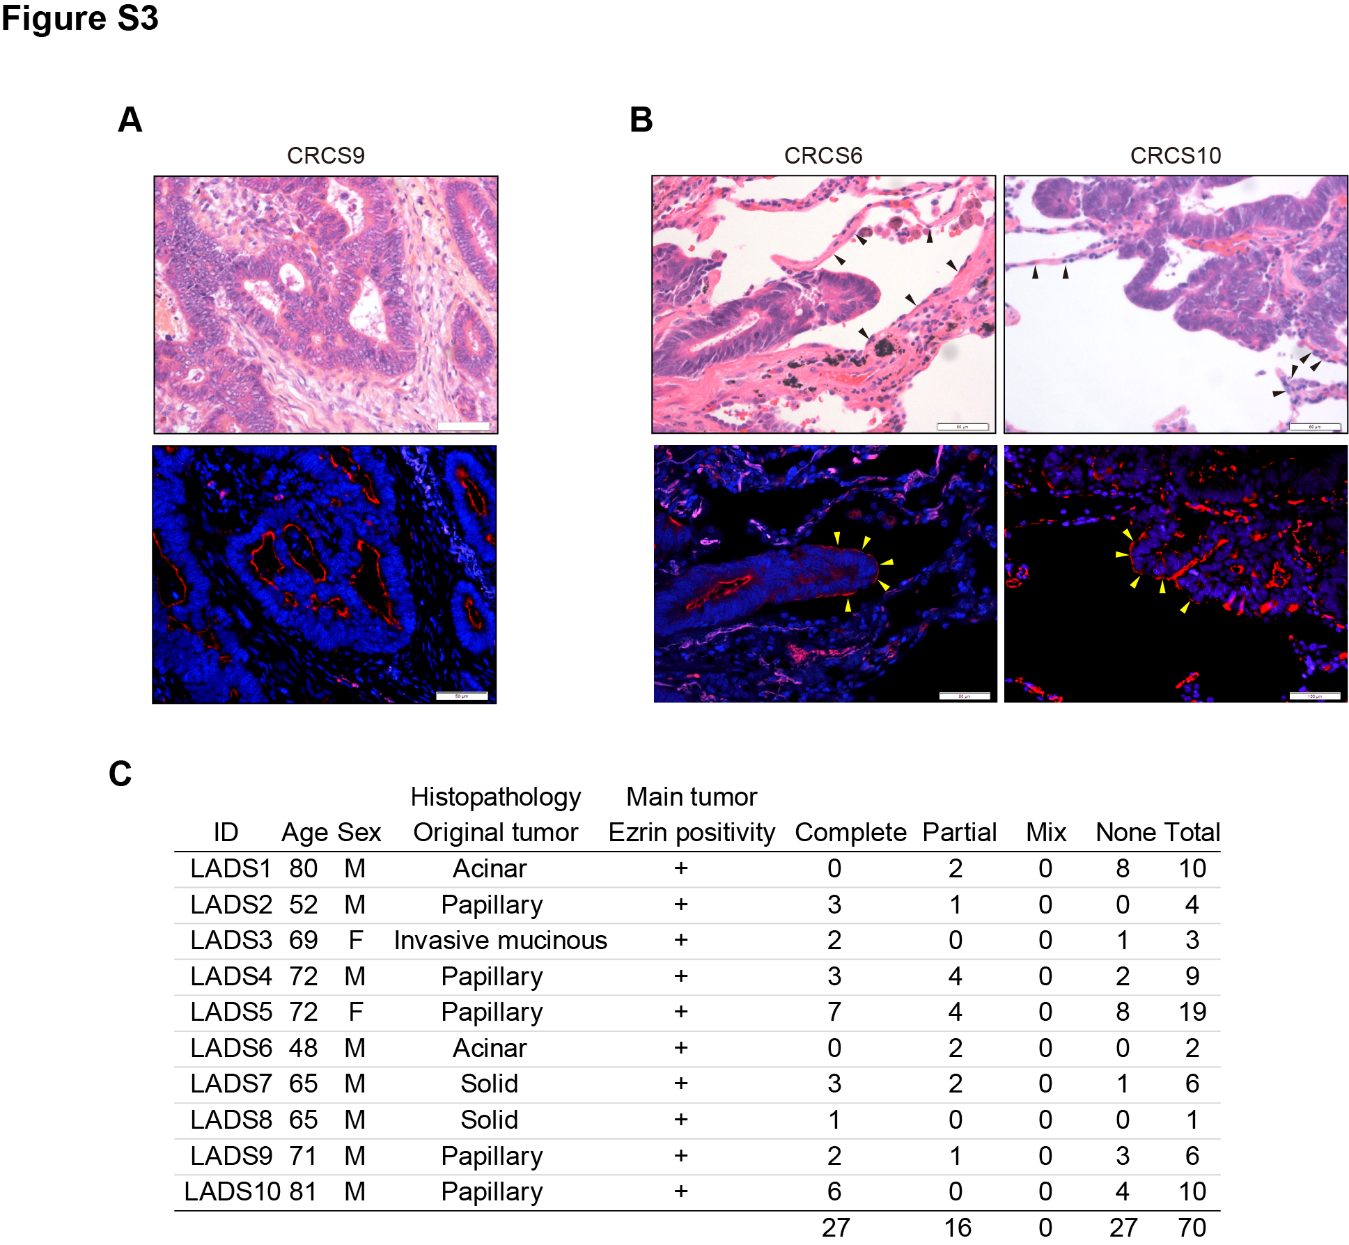
**

**Figure S3.** Polarity status of colorectal cancer lung metastasis and lung cancer STAS. (A) Main region of CRC lung metastasis in case CRCS9. Haematoxylin and eosin (H&E) staining and immunostaining. Red, villin; blue, DAPI. Scale bar: 50 μm. (B) Main region of CRC lung metastasis with exposed portion in the air space in cases CRCS6 and CRCS10. H&E staining (top) and immunostaining (bottom). Red, villin; blue, DAPI. Scale bar: 50 μm. The alveolar epithelium and the portion of tumour exposed in the air space are indicated by black and yellow arrowheads, respectively. (C) Summary of polarity status of the STAS regions in intrapulmonary metastases of lung adenocarcinomas.

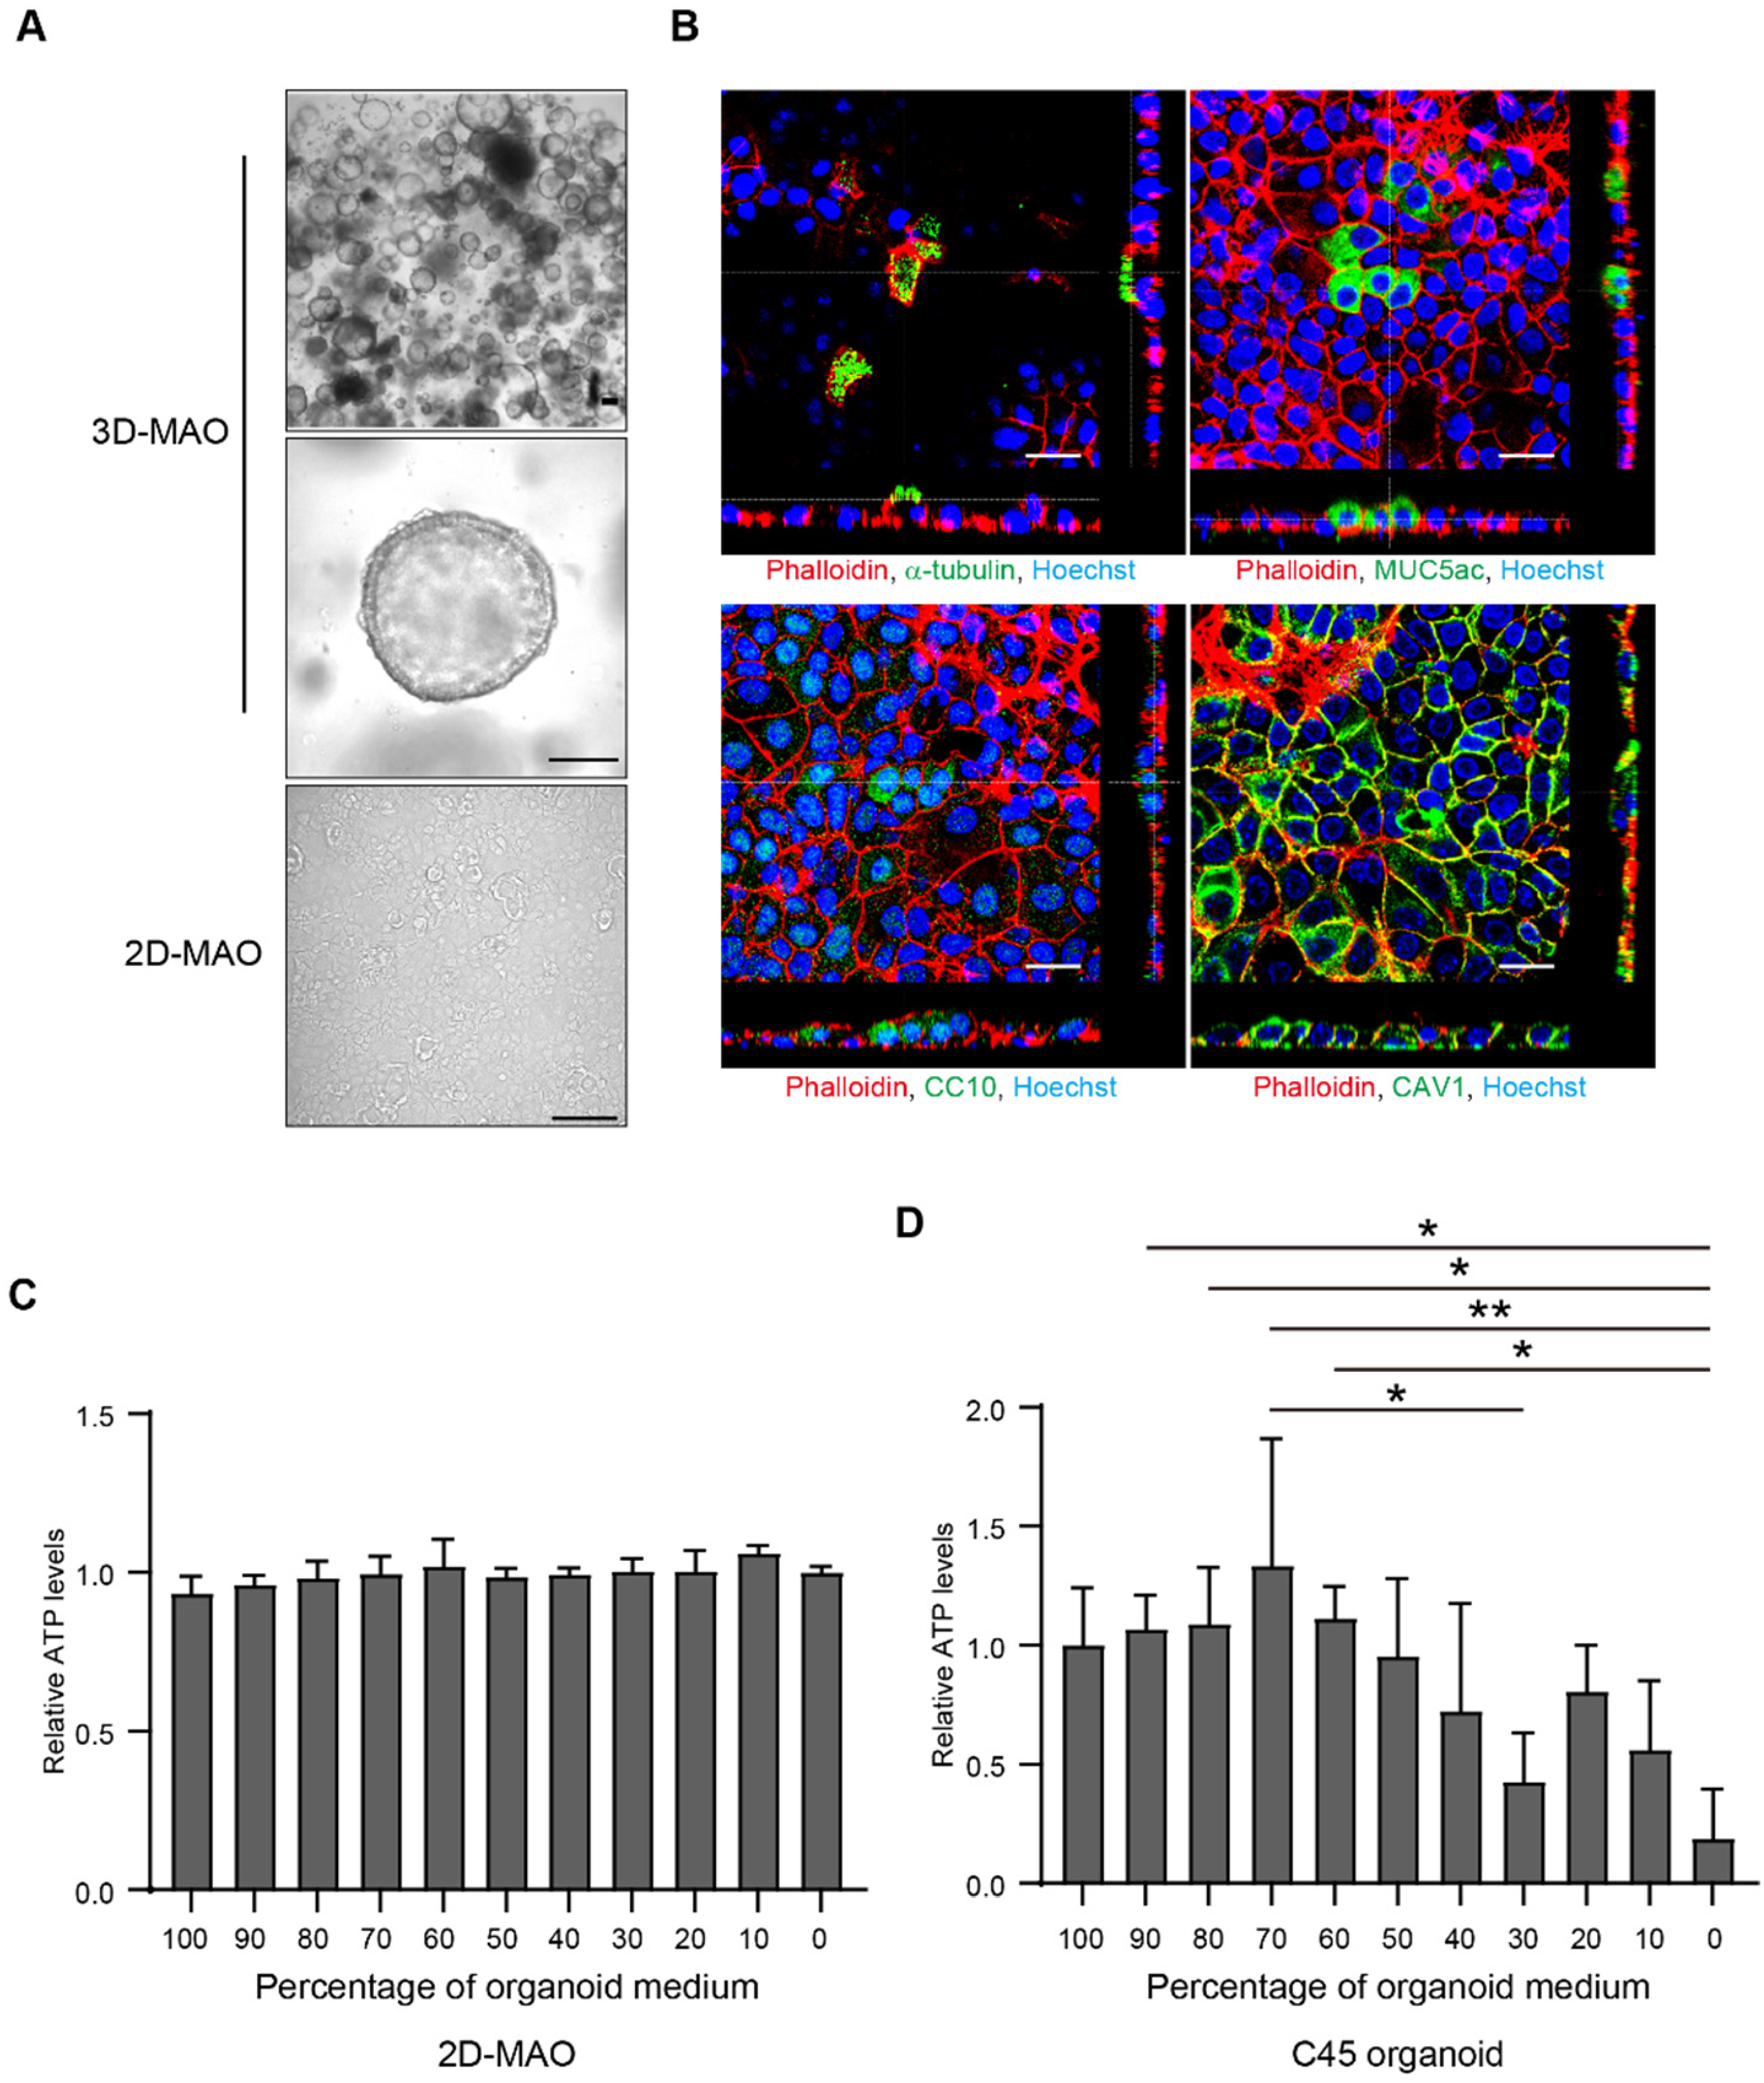

**Figure S4.** Characterisation of mouse airway organoids. (A) Brightfield images of mouse airway organoids (MAOs) cultured in 3D (3D-MAOs) and 2D (2D-MAOs). Scale bar: 100 μm. (B) Immunofluorescence staining of 2D-MAOs against differentiation markers in lung epithelium. Green: acetylated α-tubulin (left, top), MUC5AC (right, top), CC10 (left, bottom), and caveolin-1 (right, bottom); red: phalloidin; blue: Hoechst 33342. Scale bar: 20 μm. (C, D) Cell viability of 2D-MAOs (C) and C45 organoids (D) in co-culture medium, with the percentage of StemPro medium shown on the *X*-axis. **p*< 0.05; ***p*< 0.01.

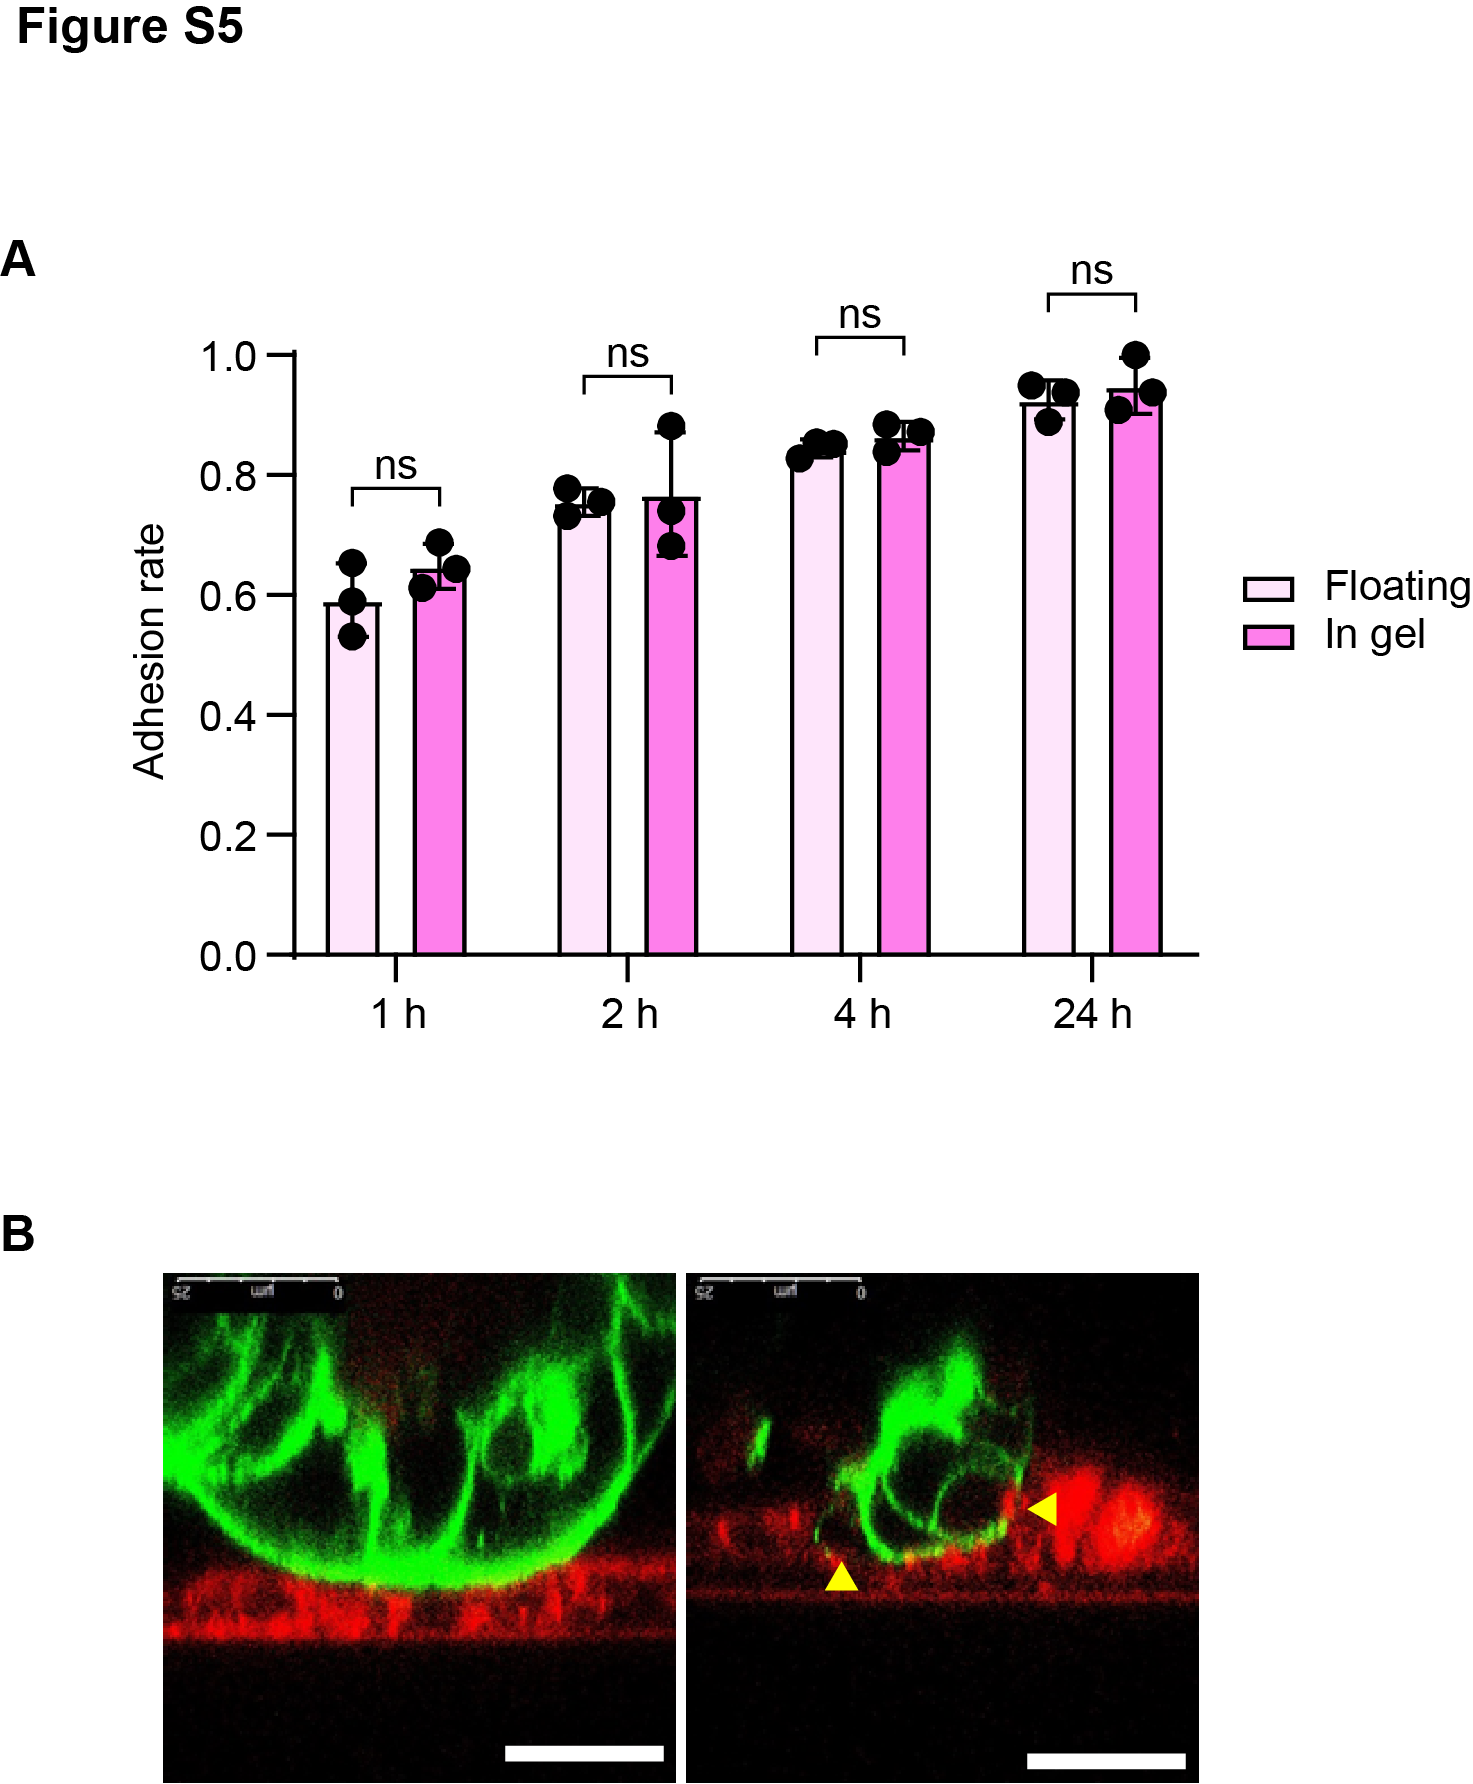

**Figure S5.** Polarity status of CRC organoids and their adhesion to type I collagen or MAO. (A) Comparison of the adhesion rates of organoids cultured in suspension (floating) and in 5% Matrigel (in-gel) to type I collagen-coated dishes at the designated time points. (B) Confocal images of CRC organoids and 2D-MAOs at 48 h. Green: C166 organoids expressing GPI-GFP; red: 2D-MAO stained with CellTracker Red. Scale bar: 25 μm. Regions that have no green fluorescence at the organoid surface (NFOS) are indicated by arrowheads.

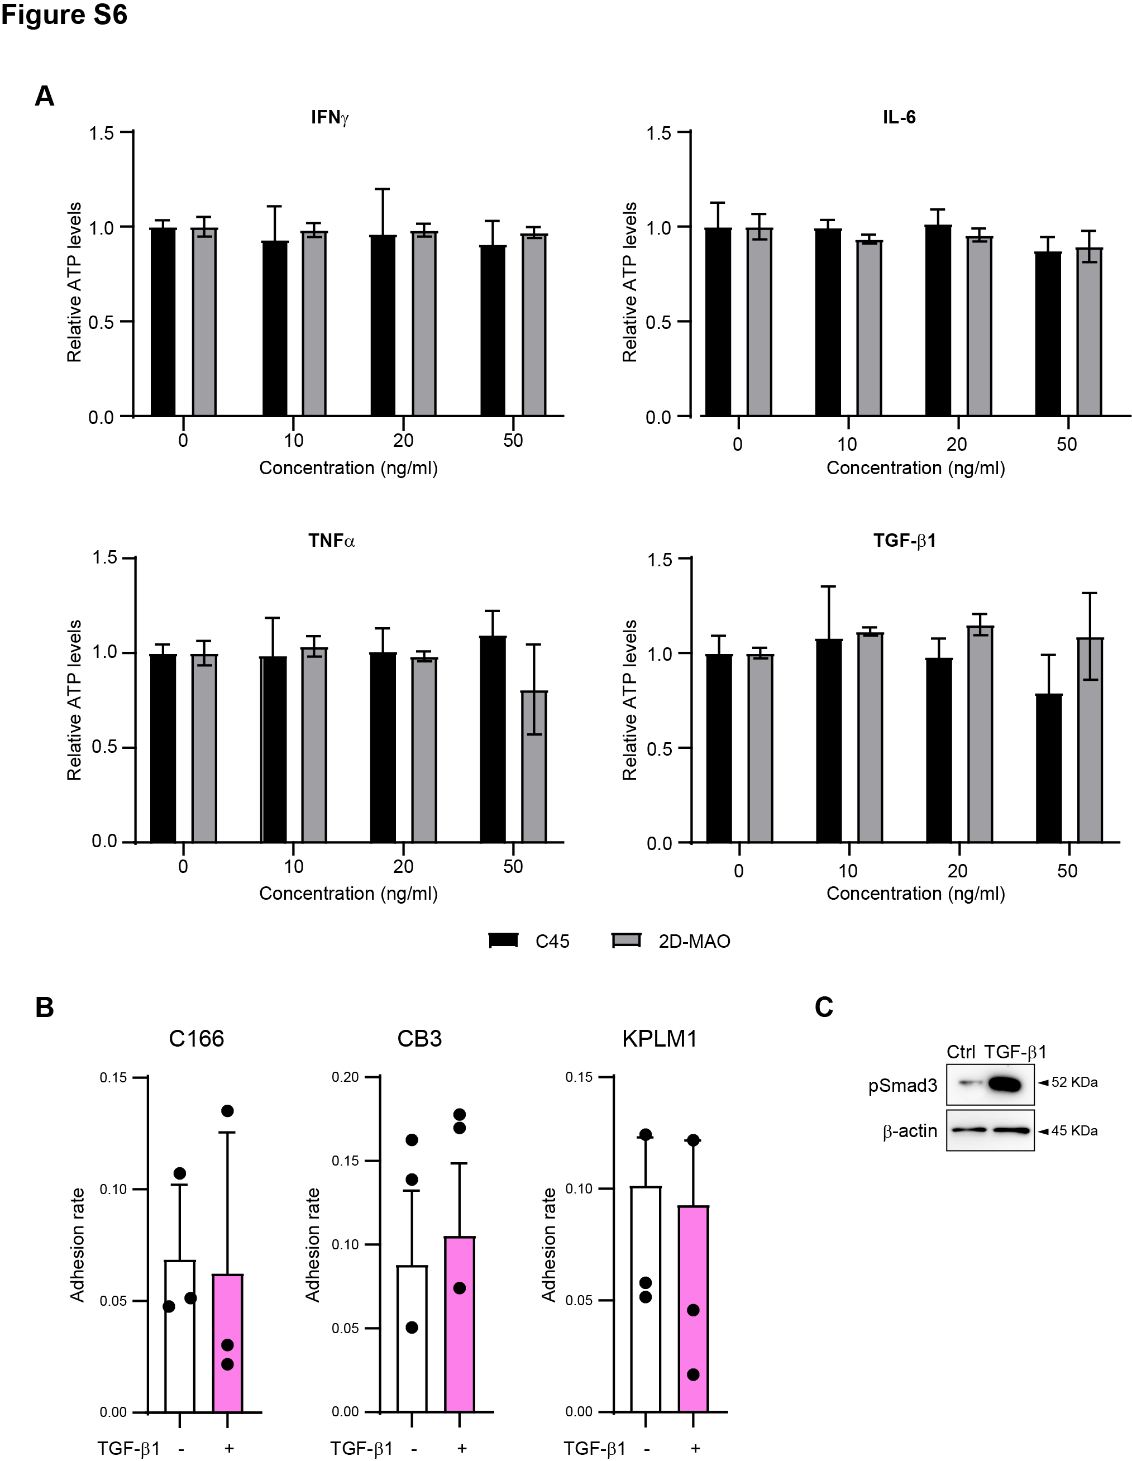

**Figure S6.** Effect of cytokines on the viability and adhesion rates of CRC organoids and 2D-MAOs. (A) Relative ATP values for the indicated doses of cytokines are shown. All of the values for each cytokine are not significant. (B) Adhesion rate of CRC organoids (C166, CB3, KPLM1) to 2D-MAOs after 48 h co-culture. Organoids were pre-treated with TGF-β1 before the assay. (C) Western blotting of phosphorylated Smad3 in 2D-MAOs with or without TGF-β1 treatment.

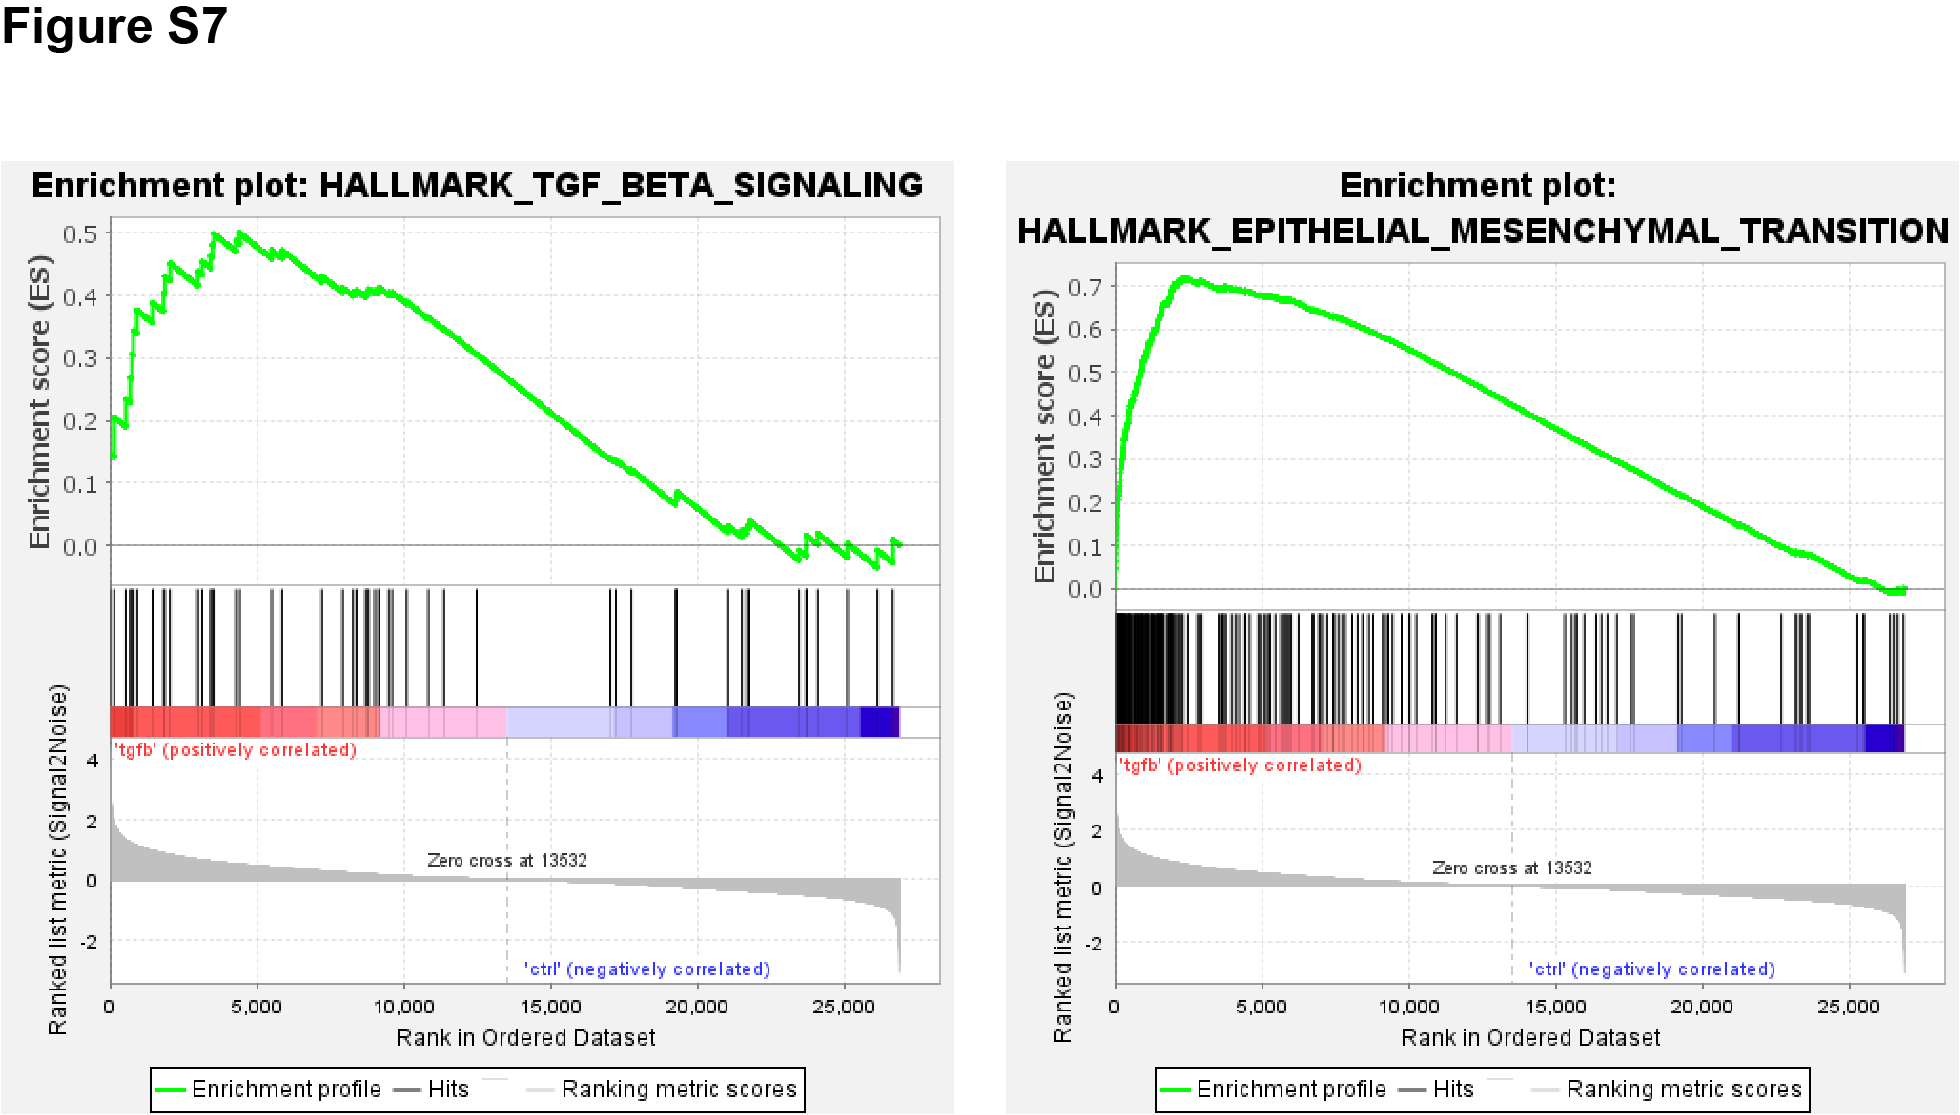

**Figure S7.** Gene set enrichment analysis (GSEA) between TGF-β1-treated and non-treated 2D-MAOs. GSEA of gene signatures for TGF-β1 signalling (left) and epithelial–mesenchymal transition (right).

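The gene sets behind the enrichment plots were not used here, and the lists in their place held 54 genes of TGF-β signalling and 195 genes of EMT, all with a probe on the array. The 22910 genes on the array were ranked, without a filter on dim probes, by signal-to-noise, the difference between the group means divided by the sum of the group SDs, with each SD set to at least 0.2 of its mean. Signals were on the log2 scale, where this floor can exceed the SD. In Fstl1, for example, SDs of 0.49 in controls and 0.70 after TGF-β1 were both replaced by the floor. For such genes the ranking did not depend on the spread between replicates. The enrichment score is the largest deviation of a running sum that rises at each gene of the list and falls at every other gene along this ranking.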

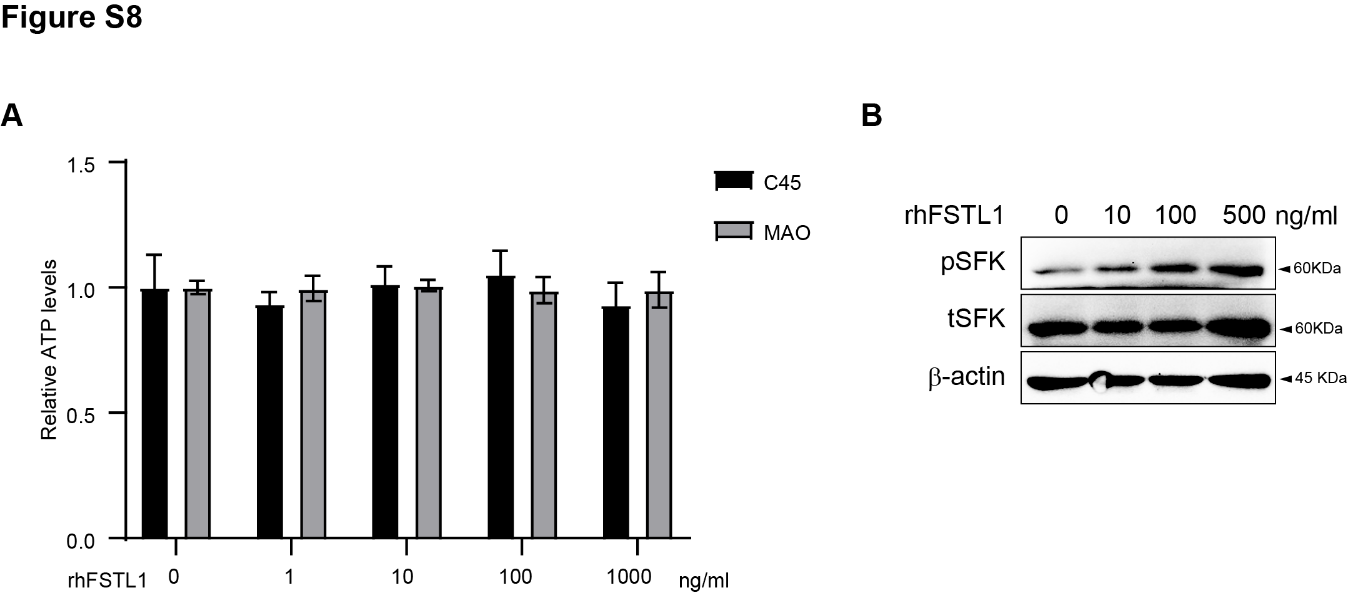

**Figure S8.** Effect of rhFSTL1 on viability and SFK activation. Viability of C45 organoids and 2D-MAOs treated with rhFSTL1. Relative ATP values for the indicated doses of rhFSTL1 are shown. All of the values for each cytokine are not significant. (B) Western blotting of SFK and phosphorylated SFK (pSFK). C45 organoids were treated with the indicated doses of rhFSTL1 for 4 days in serum-free conditions (DMEM/F12 + GlutaMAX).

**Table S1.** List of the reagents used.

How the deposited data were processed for this re-analysis (not part of the article)

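The experiment compared 3 TGF-β1-treated with 3 untreated 2D-MAO cultures. TGF-β1 was given from day 3 and the cells were collected on day 7, and the microarray methods name no concentration. RNA of each culture was measured on 1 array of the Agilent mouse gene expression design, with a single dye. The files deposited by the authors hold, for every spot, the intensity on a linear scale as Agilent Feature Extraction gave it after background subtraction and correction of trends within the array. They hold no normalization between arrays, which the paper applied afterwards by quantiles. The files also hold the median brightness of each spot and of its local background, which were used for a background alternative, and a mark for spots well above background. All 6 arrays lay on 1 slide, with the arrays of replicate 3 of each group in slide row 2 and the other 4 in slide row 1, and shared 1 scan time.

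Spots for controls were left out, as were spots marked by Feature Extraction as uneven or as outliers. Of 56605 probes, 56599 remained. The files name probes by accession and not by gene. The accessions were matched to gene symbols through a table of RefSeq transcripts of the mouse assembly GRCm38.p6, and 32991 of the 35883 probes with a RefSeq accession matched. Because the array design was annotated on an older assembly, no positions are given. The other probes carried GenBank accessions (7987), Ensembl transcripts (7283), genomic intervals (4449) or internal names (997). They were tested as probes and not as genes, so that genes reached only by such probes are missing from the counts of DEGs.

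Log2 signals were normalized by quantiles. A probe was kept when it was well above background on at least 3 of the 6 arrays, which 32460 probes were. Of the 22910 genes on the array, 14345 were tested. The comparison used limma 3.58.1 in R 4.3.3 without further terms. A DEG had a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05. The paper's results name a significant change of 2-fold or more, and its statistics section names an unpaired t-test and an unadjusted threshold for the whole study, with no adjustment for the number of genes. That test, called the methods' t-test here, was therefore an alternative. Where a gene was not well above background on any array of a group, its change is given as a lower bound. This bound was computed against the dimmest probe well above background on each array, or the gene's own signal where higher. Brighter probes can still fall short of that mark, so a stricter level would give smaller bounds. The exact permutation test of a single gene was two-sided. Brightness depends on the probe, so levels were compared between arrays only. For an array, the number of arrays limits the precision, and no interval of the kind used for counts was computed.

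The gene lists used in Fig. S7 were not used here. In their place 14 gene lists were written from general knowledge, for TGF-β signalling, EMT, cell junctions, epithelial cells, fibroblasts, endothelial cells, leukocytes, basal, club, goblet and ciliated cells, type 1 and type 2 alveolar cells and proliferation. Each list was tested with camera in limma at an inter-gene correlation of 0.01, and p was adjusted over the 14 lists. Enrichment scores were computed as a running sum over all genes ranked by signal-to-noise, with p from 10000 random lists. The Reactome sets came with fgsea 1.28.0, and 70 of 70 and 262 of 265 members matched a gene symbol. A hypoxia response list was written later, after other genes of that response had been seen to be higher in TGF-β1 replicate 3.

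The lists, the tests, the thresholds, most alternatives and the rule for naming genes were set before the data were examined. By that rule the text names the genes the paper names for 2D-MAOs, Vim and Dip2a, which it names for the cancer organoids, the 6 largest increases and 4 largest decreases among DEGs well above background on all 6 arrays, the 3 highest bounds in each direction, and up to 6 members of each list with the largest change, with up to 3 in the opposite direction. A gene that the rule selects is not reported here. Genes named outside the rule are marked as chosen after their values were seen. The planned background alternative used the mean brightness of a spot, which the files do not hold, and the median was used. Genes were planned to be taken from a name column, which the files do not hold either.

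The alternatives were scaling to the 75th percentile, normexp background with an offset of 50, no filter or detection on all 6 arrays, the mean of a gene's probes, probes as the unit of counting, an unadjusted threshold, the methods' t-test with and without adjustment, a variance prior with trend and robust fitting, array weights, the replicate number as a block, each array left out in turn, fry and an estimated correlation in place of the camera setting, Reactome sets, detected genes only and another ranking for the enrichment scores. Those added after the data were seen are named where they are reported. The analysis was tested on simulated data, in which 3 arrays per group were drawn with 200 of 14345 genes changed. It recovered 177 of these (88.5%) and called 7 unchanged genes. All simulated changes were larger than the threshold, and noise was drawn independently for each gene and array. No simulated array lay apart as TGF-β1 replicate 3 did, so these counts do not tell how the analysis performs on the real arrays. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.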

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

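The tests of explanations in this part were chosen after the results were seen. Each result concerns genes or probes outside those the paper discusses.

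The 28 genes of the cell junction list are a group the paper does not report as measured, and 25 of them were higher in TGF-β1-treated 2D-MAOs, with a median log2 fold change of 0.29. Quantile normalization would not account for this as a whole, since the median was 0.16 under scaling to the 75th percentile and camera stayed past its threshold. Normexp background does not test this, because that alternative kept quantile normalization. What stays open is whether the shift exceeds chance. Camera counts genes that vary together as nearly independent, and with their correlation estimated the adjusted p was 0.522, with a range of 2.61e-06 to 0.522 over the alternatives. Of the 10 splits of the 6 arrays into groups of 3, 3 gave as small a p for this list, the real split included, so chance cannot be excluded. A larger share of epithelial cells was tested on the 19 epithelial genes outside the junction list. Their median was 0.024, with 11 higher and 8 lower, which does not separate it from a change within cells. An effect of TGF-β1 on junction genes may therefore be stated only as a hypothesis, and no junction gene was a DEG in the main setting. Without TGF-β1 replicate 3, where the median of the list was 0.44, Cldn1, Epcam, Nectin1, Pkp1 and Nectin4 were DEGs.

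Foxj1, a transcription factor gene of ciliated cells, was higher on all 3 TGF-β1 arrays, with a log2 fold change of 1.47 (2.77-fold, limma adjusted p = 0.00239). It was a DEG under all 10 alternatives run for it, with log2 fold changes of 1.23 to 1.53, so neither scaling nor a single array accounts for it. A larger share of ciliated cells that would raise Foxj1 by this much was argued against by the other genes of the ciliated cell list, of which the highest, Mcidas, had 0.45. The median of those 10 genes was 0.20, and a smaller gain in ciliated cells remains open. Foxj1 had 1 probe, so that signal of another transcript on this probe cannot be told apart from Foxj1 itself. A response of the gene to TGF-β1 is a candidate explanation that was not tested further.

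Krt17, a keratin gene of the basal cell list, had a log2 fold change of 1.06 (2.08-fold, limma adjusted p = 0.0472) and was higher on 3 of 3 TGF-β1 arrays. The call was close to the threshold and failed under 7 of 10 alternatives, where the adjusted p reached 0.195. It failed without each array in turn except TGF-β1 replicate 3. Scaling to the 75th percentile gave 0.83, under 2-fold. A larger share of basal cells was tested on the 12 genes of the list, whose median was 0.065 with 7 higher and 5 lower. Krt14, Krt5 and Ngfr were higher, by 1.55, 1.37 and 1.36, and became DEGs without TGF-β1 replicate 3. Krt15 had -1.06, but only -0.24 without TGF-β1 replicate 3. With members in both directions, a larger share of basal cells and a change within cells cannot be told apart.

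Gpc3, a gene of the fibroblast list, had a log2 fold change of 1.57 (limma adjusted p = 0.0421), higher on 3 of 3 TGF-β1 arrays. Of 10 alternatives, 6 left it short of the threshold, with adjusted p up to 0.154, and it failed without each array in turn except TGF-β1 replicate 3. Fibroblasts carried over in the cultures were argued against, since 12 of the 20 genes of the list had no probe well above background on any array. Col3a1, Lum and Postn, which fibroblasts express abundantly and which were chosen after their values were seen, were not well above background on any array either. Other genes of the list were well above background in both groups, so a few such cells in every culture remain possible. A change of Gpc3 in the epithelial cells may be considered. Its log2 fold change stayed between 1.35 and 1.77 with each array left out, so the lost calls can reflect the smaller number of arrays. With normexp background it was 0.82, under 2-fold, and the call itself stays uncertain.

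Of 11247 probes without a gene symbol that passed the filter, 94 were higher and 28 lower at the thresholds for DEGs. The higher ones carried GenBank accessions (46), Ensembl transcripts (31), genomic intervals (10) or RefSeq accessions without a match (7). Scaling to the 75th percentile gave 147 higher and 22 lower, so the excess of higher probes did not arise from quantile normalization. Normexp background, which kept quantile normalization, gave 52 and 12. No biological explanation was tested for these probes.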

How the results depend on the processing

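The methods' t-test without a filter on dim probes, the same with accessions counted, the slide row as a block, and signal-to-noise on linear signals were chosen after the data were seen. The slide as a block was not run, because all 6 arrays lay on 1 slide with 1 scan time, and leaving out saturated probes was not run, because there were 0 saturated spots. The replicate numbers were used as a block although among arrays of equal number only those of replicate 2 varied together, with correlations over genes of -0.01, 0.33 and -0.05 for replicates 1, 2 and 3 between their deviations from the group means.

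The counts of 171 upregulated and 27 downregulated DEGs depended on the processing. Normexp background gave 136 and 16, no filter 49 and 11, and probes as the unit of counting 319 and 68. An unadjusted threshold in limma gave 385 and 108, and the methods' t-test 312 and 76 unadjusted and 4 and 1 adjusted. Array weights gave 594 and 213 and the replicate block 85 and 18. Array weights gave TGF-β1 replicate 3 the lowest weight, 0.297. With each array left out in turn the counts ranged from 48 to 550 and from 7 to 156, the highest of both without TGF-β1 replicate 3. Of the alternatives chosen after the data were seen, the methods' t-test without a filter gave 377 and 132, with accessions counted 763 and 266, and the slide row as a block 192 and 45. Scaling to the 75th percentile, detection on all 6 arrays, the mean of a gene's probes and the trend and robust prior stayed within 1.5 times of both counts. An unadjusted threshold passes more genes by construction, and without a filter p is adjusted over 22910 genes. For the other alternatives the cause was not tested. More genes were higher than lower under every alternative run. Of the 171 and 27 DEGs, 162 and 25 were shared with scaling to the 75th percentile, 105 and 12 with normexp background, 41 and 6 with no filter and 169 and 26 with the fit without TGF-β1 replicate 3.

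Mmp10 kept its direction under 15 alternatives and its call under 14, with log2 fold changes of 2.97 to 4.74. The methods' t-test with adjustment left it at 4.47 with an adjusted p of 0.0894 (range of adjusted p over alternatives 1.47e-04 to 0.0894). Fstl1 and Fn1 kept their direction under 15 alternatives and their call under 9. Their log2 fold changes of 2.75 and 2.22 were short of the threshold under the adjusted t-test and the replicate block (adjusted p up to 0.189 and 0.2), and ranged from 2.44 to 3.11 and from 2.01 to 2.54 with each array left out. Arg2 was lower under all 15 alternatives and was called as lower under 4. These were an unadjusted threshold in limma and the methods' t-test, both at -1.20, array weights, at -1.34, and the fit without TGF-β1 replicate 3, in a range of -1.52 to -0.93 with each array left out. The cause was not tested. Fits with 1 array left out have fewer samples, and their residual spread rests on 5 arrays.

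The medians of the TGF-β signalling, EMT and cell junction lists, 0.17, 0.71 and 0.29, kept their sign under every alternative run for them. That of TGF-β signalling was 0.043 under scaling to the 75th percentile and 0.10 with the mean of a gene's probes, and passed under both. With an estimated correlation none of the 3 passed, and under fry the cell junction list did not. The Reactome set gave 0.0075 for TGF-β signalling and an enrichment score of 0.25, both short of the threshold, and holds other genes than the list. With each array left out the enrichment score of TGF-β signalling ranged from 0.51 to 0.58, with p of 0.0518 without control replicate 2. That of EMT stayed past the threshold under all 13 alternatives, with scores of 0.54 to 0.81.

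Medians near 0 of the lists of cell types changed sign with the processing, none of them past the threshold in the main setting. Under scaling to the 75th percentile the epithelial list had -0.051, basal cells -0.080, type 2 alveolar cells -0.0098 and proliferation 0.014, and the ciliated cell list passed at 0.29. Under normexp background type 1 alveolar cells had 0.0083 and proliferation 0.046. Without a filter fibroblasts had -0.0080, endothelial cells -0.12, leukocytes -0.014 and goblet cells -0.23. With the mean of a gene's probes leukocytes had -0.048 and Dip2a -0.085, and with array weights proliferation had 0.40. With each array left out the ranges were -0.11 to 0.038 for type 1 alveolar cells, -0.017 to 0.13 for basal cells, -0.12 to 0.27 for goblet cells, 0.033 to 0.41 for ciliated cells and -0.32 to 0.38 for proliferation. The proliferation list was past the threshold as lower without TGF-β1 replicate 1 and as higher without TGF-β1 replicate 3, and the ciliated cell list as higher without TGF-β1 replicate 2. Mki67 ranged from -0.073 to 1.41 and Nusap1 from -1.61 to 0.067. The cause was not tested. Signal over background limits what can be measured, since at most 59.0% of probes were well above background on an array.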

Differences from the paper's values

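The only alternatives named here that were chosen after the data were seen are the methods' t-test without a filter and the same with accessions counted.

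The paper's number of DEGs is 709, of which the paper's 571 are upregulated and 138 downregulated. The values here were 198, 171 and 27. Of the alternatives set before the data were examined, the fit without TGF-β1 replicate 3 came within 1.5 times of all 3 of the paper's values, with 706, 550 and 156. The unadjusted threshold in limma did so as well, with 493, 385 and 108. Array weights came within 1.5 times for the total, 807, and for upregulated DEGs, 594, but not for downregulated DEGs, 213. The other 15 alternatives differed by more than 1.5 times in all 3 counts. These were scaling to the 75th percentile, normexp background, no filter, detection on all 6 arrays, the mean of a gene's probes, probes counted, the methods' t-test with and without adjustment, the trend and robust prior, the replicate block and the fits without each of the other 5 arrays. The methods' t-test without a filter, chosen after the values were seen, gave 509 in all and 132 downregulated DEGs, within 1.5 times, and 377 upregulated DEGs, which were not. With accessions counted, also chosen after the values were seen, the total of 1029 and the 763 upregulated DEGs were within 1.5 times and the 266 downregulated DEGs were not.

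Fig. 6B shows ARG2 among genes upregulated in TGF-β1-treated 2D-MAOs. Here Arg2 was lower on all 3 TGF-β1 arrays than on all 3 controls, with a log2 fold change of -1.20, and it was lower under each of the 15 alternatives run. The size of the decrease depended on the background, since with normexp background Arg2 had only -0.52. An unadjusted threshold in limma, the methods' t-test unadjusted, array weights and the fit without TGF-β1 replicate 3 called it as a downregulated DEG, and no alternative called it as upregulated.

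The tree above the heatmap in Fig. 6A sets Tgf#1 apart from the other TGF-β1 arrays. Here TGF-β1 replicates 1 and 2 were closest, with a distance of 32.3, and TGF-β1 replicate 3 lay apart. The numbers of the figure and those of the deposited arrays need not correspond.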

Other observations

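In this part, the tests of normalization and dim probes for the excess of upregulated genes, of normalization and fibroblasts for mesenchymal genes, and of other splits for the number of DEGs were planned, and the tests of other splits for gene lists and all tests on TGF-β1 replicate 3 were chosen after the result was seen.

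More genes were higher than lower in TGF-β1-treated 2D-MAOs, with 86.4% of DEGs upregulated. An imbalance made by quantile normalization was argued against, since the share was 85.8% under scaling to the 75th percentile. The share of 89.5% under normexp background does not bear on this, because that alternative kept quantile normalization. Dim probes were argued against as well, since among genes detected on all 6 arrays the share was 84.9%. It was lowest without control replicate 3, at 71.8%. Of the 10 splits of the 6 arrays, only 1, the real split, gave as many DEGs, and the other 9 gave 0 with limma. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count. A response to TGF-β1 that raises more genes than it lowers may account for the pattern.

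For the higher mesenchymal genes, the EMT list had a median of 0.54 under scaling to the 75th percentile, which argues against quantile normalization. Normexp background, which kept quantile normalization, gave a median of 0.63. Fibroblasts carried over in the treated cultures were argued against by the fibroblast list, of which 12 of 20 genes had no probe well above background on any array. Its 8 genes past the filter had a median of 0.072 and an adjusted p of 0.628 from camera. Of abundant fibroblast genes held by the EMT list and chosen after their values were seen, Col3a1, Lum and Postn were not well above background on any array, and Col1a1 and Col1a2 were so on the 3 TGF-β1 arrays only. Dcn and Pdgfra were well above background on all 6 arrays, so a few fibroblasts in every culture cannot be ruled out. Only 1 of 10 splits, the real one, gave as small a camera p for the EMT list, and likewise 1 of 10 for the TGF-β signalling list, which cannot exclude chance. An effect of TGF-β1 on the epithelial cells is consistent with these values.

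TGF-β1 replicate 3 lay apart from TGF-β1 replicates 1 and 2. Over the 158 genes raised at least 4-fold in those replicates, it reached a median of 61.6% of their log2 response, with 16 genes at or below the control level and 19 at or above the full response. A control sample under a TGF-β1 label would have stayed near the control level and was argued against. A mixture with control RNA would place each gene between the groups. As the whole cause it was argued against by the proliferation list, of which 76% of genes were lower on this array than on all 5 others, against 11.0% of all genes tested. Lower signal of the array was argued against, since 55.6% of its probes were well above background, within the range of 55.0% to 59.0% of the other arrays. Position on the slide was argued against, since the deviations of the 2 arrays in slide row 2 had a correlation over genes of -0.047. What stays open is a difference between the cultures. The proliferation list, without 2 genes seen earlier, had a median of -0.97 on the log2 scale against TGF-β1 replicates 1 and 2. In controls the same list was 0.30 higher in replicate 3 than in replicates 1 and 2. A comparison with 10000 random lists decides nothing here, since for the same list control replicate 3 was above 99.99% of them. Fewer dividing cells in that culture and a variation of the list between cultures in general cannot be told apart with 1 such array. The hypoxia response list was 0.39 higher in TGF-β1 replicate 3 than in TGF-β1 replicates 1 and 2, and 0.16 higher in control replicate 3 than in control replicates 1 and 2. Against the mean of the controls TGF-β1 replicate 3 was 0.27 higher, but against control replicate 3 only 0.050 higher. For 5 of its 14 genes, Bnip3, Pdk1, Ndrg1, Ldha and Pgk1, chosen after their values were seen, TGF-β1 replicates 1 and 2 lay below all 3 controls and TGF-β1 replicate 3 did not, as a weaker response to TGF-β1 would give. Yet 6 of the 14 genes (42.9%) were higher on TGF-β1 replicate 3 than on all 5 other arrays, against 13.4% of all genes tested. A weaker response alone would not raise genes above the controls, but the median was only 0.020 above the highest of the 3 controls. With 1 such array, a hypoxia response in that culture and a weaker response of hypoxia genes to TGF-β1 therefore cannot be told apart. The density or oxygen of the cultures was not measured.

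The lists of cell types were not past the threshold in the main setting. The medians were 0.12 for the epithelial list (camera adjusted p = 0.343), 0.13 for the endothelial list (0.628), 0.16 for the leukocyte list (0.343), 0.07 for basal cells (0.177), -0.40 for club cells (0.177), 0.12 for goblet cells (0.717), 0.24 for ciliated cells (0.177), -0.00 for type 1 alveolar cells (0.815), 0.13 for type 2 alveolar cells (0.177) and -0.03 for proliferation (0.815). Only 3 of 12 endothelial genes, 6 of 14 leukocyte genes and 3 of 9 goblet cell genes passed the filter.

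Among other genes the paper names for 2D-MAOs, Scgb1a1 had a log2 fold change of -2.27 (limma adjusted p = 0.158), which was -3.17 without control replicate 3 (0.0208). Scgb3a2, another club cell gene, had 1.05 (limma adjusted p = 0.117), which was 1.26 without TGF-β1 replicate 3 (0.0329). Cav1 had -0.33, Smad3 -0.08 and Tgfb1 0.33, none of them past the threshold. Muc5ac was not well above background on any of the 6 arrays. Dip2a, which the paper names for the cancer organoids and not for 2D-MAOs, had 0.22, not past the threshold, and -0.085 with the mean of its probes.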
